# Lipid droplets modulate proteostasis, SQST-1/SQSTM1 dynamics, and lifespan in *C. elegans*

**DOI:** 10.1016/j.isci.2023.107960

**Published:** 2023-09-16

**Authors:** Anita V. Kumar, Joslyn Mills, Wesley M. Parker, Joshua A. Leitão, Diego I. Rodriguez, Sandrine E. Daigle, Celeste Ng, Rishi Patel, Joseph L. Aguilera, Joseph R. Johnson, Shi Quan Wong, Louis R. Lapierre

**Keywords:** Biological sciences, Biochemistry

## Abstract

In several long-lived *Caenorhabditis elegans* strains, such as insulin/IGF-1 receptor *daf-2* mutants, enhanced proteostatic mechanisms are accompanied by elevated intestinal lipid stores, but their role in longevity is unclear. Here, while determining the regulatory network of the selective autophagy receptor SQST-1/SQSTM1, we uncovered an important role for lipid droplets in proteostasis and longevity. Using genome-wide RNAi screening, we identified several SQST-1 modulators, including lipid droplets-associated and aggregation-prone proteins. Expansion of intestinal lipid droplets by silencing the conserved cytosolic triacylglycerol lipase gene *atgl-1/ATGL* enhanced autophagy, and extended lifespan. Notably, a substantial amount of ubiquitinated proteins were found on lipid droplets. Reducing lipid droplet levels exacerbated the proteostatic collapse when autophagy or proteasome function was compromised, and significantly reduced the lifespan of long-lived *daf-2* animals. Altogether, our study uncovered a key role for lipid droplets in *C. elegans* as a proteostatic mediator that modulates ubiquitinated protein accumulation, facilitates autophagy, and promotes longevity.

## Highlights

• Elevated levels of SQST-1/SQSTM1 are detrimental to lifespan in *C. elegans*
• Low lipid stores challenge the ability of SQST-1 to facilitate protein degradation
• High lipid droplet content stabilizes aggregation-prone proteins
• Age-related proteostatic decline is mitigated by lipid droplets

## Introduction

One of the major hallmarks of aging is the accumulation of damaged proteins that progressively compartmentalize in inclusions and aggregates.^1^ In the nematode *Caenorhabditis elegans*, numerous proteins display impaired solubility with age.^2^^,^^3^ This phenomenon suggests that mechanisms that mediate proteostasis, such as chaperone-mediated folding and stabilization, actively contribute to somatic maintenance by preventing the collapse of the proteome.^4^^,^^5^ The enhanced proteasomal^6^ and autophagic^7^^,^^8^ capacities, the increased chaperone function,^9^ and alterations in ribosomal biogenesis^10^ and function^11^^,^^12^ in long-lived nematodes support the notion that the balance between synthesis, folding, and efficient clearance of proteins is important for conferring organismal longevity.

Generally, proteins destined for degradation are tagged via poly-ubiquitination and recognized by ubiquitin binding domain-containing proteins that direct cargo toward proteasomal or autophagic degradation. The autophagy receptor, Sequestosome-1 (SQST-1/SQSTM1) is a well-established and conserved mediator of cargo recognition, which includes ubiquitinated targets.^13^ The SQST-1/SQSTM1-cargo complex can interact with the autophagosome proteins LGG-1/GABARAP and LGG-2/LC3 to enable cargo sequestration in the nascent autophagosome.^14^ Notably, SQST-1/SQSTM1 has emerged as a potential lifespan modulator in nematodes and flies.^15^^,^^16^^,^^17^ Additionally, selective autophagy of mitochondria has been linked to longevity,^18^ suggesting that autophagic degradation of specific cargos and organelles is beneficial against organismal aging. Although SQST-1/SQSTM1 has been implicated in the selective clearance of aggregated proteins,^19^ much remains to be understood about the modulation of this autophagy receptor, its cargoes, and the nature and extent of its contribution to lifespan.

In nematodes, intestinal cells have a unique role in autophagy-mediated longevity as they manage nutrient influx and signals from neurons^20^ and the germline^21^ to coordinate appropriate responses necessary for organismal survival. In particular, intestinal autophagy genes are required for lifespan extension^22^ by maintaining intestinal tissue integrity and proteostasis. Intestinal cells are also sites of dynamic lysosomal function^23^^,^^24^^,^^25^^,^^26^ that mediate specific longevity-associated lipid signaling.^27^^,^^28^^,^^29^ Intriguingly, several established long-lived animals including insulin/IGF-1 receptor *daf-2*, germline-less *glp-1* and protein synthesis *rsks-1* mutants also maintain unusually large intestinal lipid droplet stores throughout their life.^30^^,^^31^^,^^32^^,^^33^ Accordingly, redistributing lipids intended for secreted lipoproteins to intestinal lipid droplets is sufficient to extend lifespan.^29^ However, in long-lived animals, it is unclear whether the maintenance of adult intestinal lipid stores is simply a consequence of reduced demand from the germline,^34^ a long-term energy store rationing strategy^35^ or a more direct mediator of somatic maintenance. Here, while identifying the regulatory network of SQST-1, we found that lipid droplet accumulation in long-lived nematodes represents a novel proteostatic mechanism that reduces overall SQST-1 and polyubiquitinated protein levels, and mitigates age-related proteostatic stress.

## Results

### SQST-1 over-expression is detrimental to lifespan in *C. elegans*

We initially considered the possibility that increasing SQST-1 may improve proteostasis by enhancing the ability of cells to mediate selective autophagy. We hypothesized that increasing the expression of a receptor that recognizes ubiquitinated cargoes may suffice in driving their degradation. While this study was being conducted, the Hansen laboratory showed that over-expressing SQST-1 can extend lifespan at 20°C.^16^ Since longevity interventions and temperature mechanistically interact,^36^ we examined lifespan at both 20°C and 25°C using several over-expressing strains (*psqst-1::sqst-1::rfp*, *psqst-1::sqst-1::gfp::rfp*), including two created in the Hansen laboratory (*psqst-1::sqst-1::gfp* and *psqst-1::sqst-1*).^16^ Over-expression of SQST-1 was unexpectedly detrimental at 25°C (Figures 1A–1C and S1A–S1C) and was not sufficient to extend lifespan at 20°C (Figures 1D–1F). While our findings at 20°C differ from recent literature,^16^ highlighting potential lab-to-lab experimental variations, our findings are in line with most studies about the autophagy pathway and aging, i.e., that solely over-expressing an autophagy protein or an autophagy receptor might not necessarily be sufficient to improve lifespan.^37^ At 25°C, SQST-1 clearly accumulates in the head, as well as the gonadal and intestinal tissues (Figure S1D) as previously reported.^38^ A closer investigation into the temperature-dependent differences in lifespan revealed marked upregulation of *sqst-1* mRNA at higher temperature in these strains (from ∼5-fold in wild-type, up to ∼75-fold in SQST-1:GFP over-expressing animals) (Figure 1G). In order to measure the active trafficking of SQST-1 into the lysosome as a guide for selective autophagy, we developed a tandem reporter system expressing SQST-1 fused to both GFP and RFP^7^ (GFP signal is quenched in low pH environments). We confirmed that the conversion of tandem SQST-1 into an RFP-only signal is reduced in *lgg-1-* or *lgg-2*-silenced animals (Figure S1E) and autophagy-deficient *atg-18* mutants (Figure S1F). While relatively modest at 20°C (Figures 1H and 1I), increasing temperature up to 30°C for 24 h significantly enhanced the conversion to the RFP-only SQST-1 signal in the SQST-1 tandem reporter, suggesting that selective autophagy is induced with heat stress. Substantial temperature-dependent intestinal and neuronal accumulation of SQST-1 occurred during aging, and over-expressing SQST-1 at 25°C was also accompanied by higher levels of total polyubiquitinated proteins (Figures 1A–1F inset; S1G, and S1H). While over-expressing SQST-1 was detrimental at 25°C, so was the loss of *sqst-1* (Figures S1I and S1J), suggesting that SQST-1 function has a temperature-specific role in the lifespan of wild-type animals. Expression and steady-state levels of SQST-1 likely need to be tightly coordinated with cargo targeting and more importantly, with the rate of protein degradation systems (i.e., autophagy and proteasome). Altogether, we found that solely increasing SQST-1 is detrimental for lifespan at 25°C and inconsequential at 20°C, indicating a temperature-dependent effect on SQST-1 dynamics in aging.

**Figure 1:**
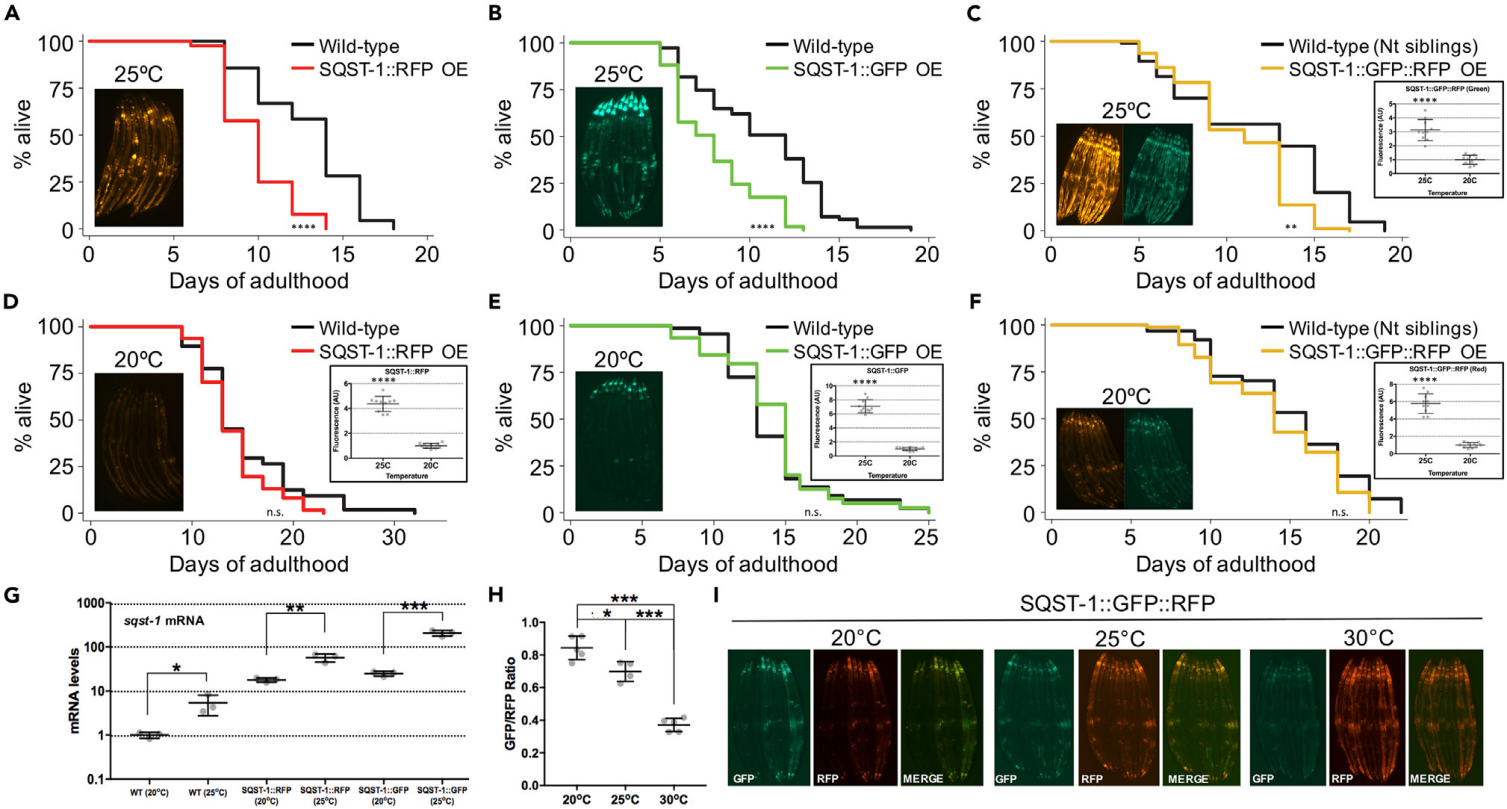
SQST-1 dynamics and lifespan modulation is temperature-dependent in *C. elegans* (A–F) Lifespan analysis of wild-type animals and animals over-expressing SQST-1 fused to RFP, GFP or GFP::RFP fed OP50 *E. coli*, developmentally raised at 20°C and then grown at 25°C (A–C) or 20°C (D–F) during adulthood (n = 100). Insets include corresponding representative images of transgenic animals at Day 5 of adulthood, and quantified fluorescence, ±SD *t*-test *∗∗∗∗*p *< 0.001*. (G and H) (G) *sqst-1* mRNA levels in wild-type and transgenic animals were quantified by qPCR. Biological triplicates ±SD *t*-test *∗*p *< 0.05, ∗∗*p *< 0.01, ∗∗∗*p *< 0.001* (H). Levels of GFP and RFP were measured in transgenic tandem SQST-1:GFP::RFP animals (leveraging the pH sensitivity of GFP to visualize SQST-1 accumulation in autolysosome) after incubating Day 1 animals at 20°C, 25°C or 30°C for 24 h. Average of 10 worms per image. n = 5 images per condition ±SD *ANOVA ∗*p *< 0.05, ∗∗*p *< 0.01, ∗∗∗*p *< 0.001.* Difference in signal between GFP and RFP is due to the low pH sensitivity of GFP. Thus, RFP-only signal represents SQST-1 protein in autolysosomes. (I) Representative images of transgenic animals (quantified in h.) incubated at 20°C, 25°C or 30°C for 24 h. Details about lifespan analyses and repeats are available in Table S4, Mantel-Cox log rank. n.s.: not significant, *∗∗*p *< 0.01,∗∗∗∗*p *< 0.001*.

### Proteins that bind lipid droplets modulate SQST-1 dynamics

In order to better understand how SQST-1 is regulated, we opted for an unbiased genome-wide RNAi screening approach in an integrated SQST-1 over-expressing strain (*psqst-1::sqst-1::gfp*) at 25°C during development. SQST-1 modulators were subsequently validated by gene silencing in a separate over-expressing strain (*psqst-1::sqst-1::rfp*) during development and adulthood. Interestingly, the vast majority of modifiers led to the intestinal accumulation of fluorescently tagged SQST-1 in both development and adulthood (Table S1). A substantial portion of genetic modifiers clustered in ribosomal-related proteins, including proteins coding for small and large subunits, suggesting that ribosomal assembly and function substantially impact SQST-1 dynamics (Figure 2A; Table S1). This is in line with studies in *C. elegans*^2^ and killifish,^39^ highlighting the age-related instability of several ribosomal proteins and consequent ribosomal mis-assembly. Loss of ribosome subunit RPL-43 was also found to increase SQST-1 accumulation during development.^40^ Since SQSTM1 was also recently reported to associate with lipid droplets in macrophages,^41^ we wondered if SQST-1 might also associate with lipid droplets. We co-expressed SQST-1:RFP and the lipid resident protein DHS-3 fused to GFP^42^ in nematodes and we found that close to 50% of SQST-1:RFP localizes to lipid droplets when autophagy is inhibited (Figures 2B and S2A). Thus, we investigated whether SQST-1 modulators may also be related to lipid droplet metabolism. We compared our SQST-1 modulators to proteins that have been found to bind lipid droplets^43^ and found significant overlap (p < 5.745e-60) (Figure 2C). Interestingly, several proteins prone to age-dependent aggregation^2^ also modulated SQST-1 accumulation (p < 6.030e-10) (Figure 2C). Overall, 17 SQST-1 modulators have the propensity to both aggregate with age and bind lipid droplets (Figure 2C; Table S2). Several ribosomal subunits (*rps* and *rpl* genes) and mRNA-related proteins (*inf-1* and *pab-1*) emerged, along with the HSP70 chaperone family member *hsp-1/HSPA8*, indicating that ribosomal assembly, translation initiation, and protein folding are important regulators of SQST-1 dynamics (Figure 2D). SQST-1:RFP accumulation upon silencing of these modifiers was mostly gonadal and intestinal (Figures 2D and S2B). Interestingly, the expression of *sqst-1* was differentially regulated by the 17 SQST-1 modulators whereas silencing large ribosomal proteins generally increased *sqst-1* expression (Figure S2B). This observation highlights that *sqst-1* expression is potentially sensitive to ribosomal protein stoichiometry. Here, our comparative analysis suggests that age-related SQST-1 accumulation may be partly attributed to altered interactions between lipid droplets and progressively unstable protein complexes like the ribosome.

**Figure 2:**
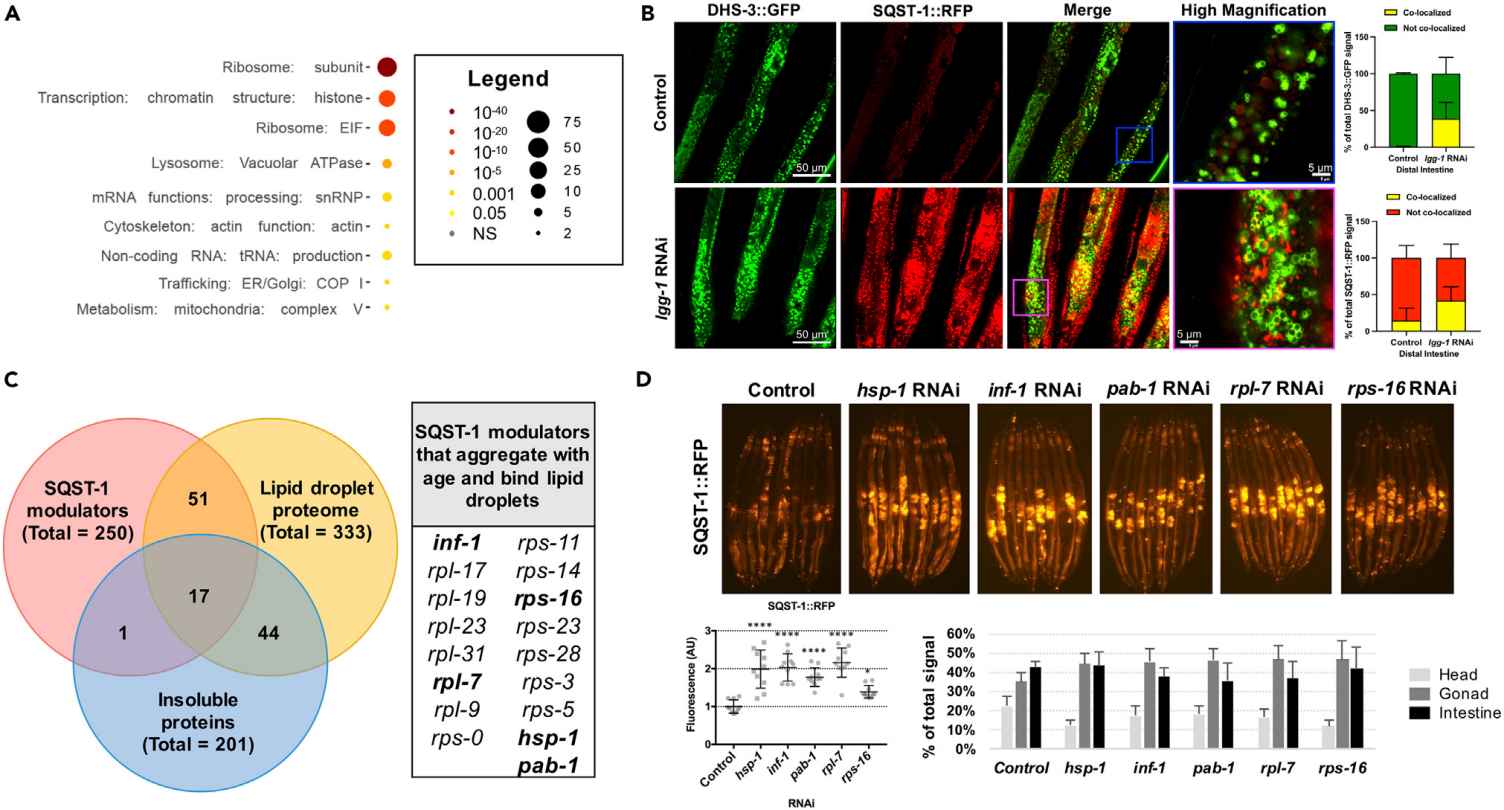
SQST-1 regulators include proteins that bind lipid droplets and that aggregate with age (A) Pathway enrichment of genes that regulate SQST-1 levels using WormCat.^44^ (B) SQST-1:RFP accumulates after autophagy is inhibited by *lgg-1* silencing for 3 days during adulthood at 25°C. Representative confocal microscopy image of the distal intestine of animals expressing both SQST-1:RFP and the lipid droplet-resident protein DHS-3 fused to GFP, subjected to *lgg-1* silencing for 3 days during adulthood at 25°C. The co-localization between DHS-3:GFP and SQST-1:GFP is quantified. (C) Overlap of SQST-1 regulators with age-dependent aggregating proteins^2^ and lipid droplet-associated proteins.^40^ Bolded genes were selected as representative. (D) Representative images of gene silencing of a selected set of overlapping SQST-1 regulators during adulthood for 3 days at 25°C in animals over-expressing SQST-1:RFP. Fluorescence and tissue distribution quantified ±SD *ANOVA ∗*p *< 0.05,∗∗∗∗*p *< 0.001*. Details about SQST-1 regulators are available in Tables S1 and S2.

### Elevated lipid droplets reduce SQST-1 accumulation and extend lifespan

Intestinal lipid droplet accumulation is a striking feature of several long-lived nematodes.^30^^,^^31^^,^^32^ Since SQST-1 accumulated on lipid droplets when autophagy was inhibited (Figure 2B), and several SQST-1 modifiers bind lipid droplets (Figure 2C), we speculated that lipid droplets may underlie the ability of long-lived animals to stabilize or facilitate clearance of potentially aggregating proteins and maintain proteome stability during aging. In order to specifically stimulate intestinal lipid droplet accumulation, we silenced the conserved cytosolic lipase *atgl-1/ATGL*^45^ during adulthood to attenuate lipid droplet breakdown, which led to significantly larger lipid stores (+47% ± 20%), thereby mimicking a key feature of several established long-lived nematodes^30^^,^^31^^,^^32^^,^^33^ (Figure 3A, inset). Silencing *atgl-1* resulted in a significant lifespan extension in wild-type animals (12–28%), indicating that lipid droplet accumulation is sufficient to mediate longevity (Figures 3A and 3B). Silencing ATGL-1 activator *lid-1* or hormone-sensitive lipase orthologue *hosl-1*^46^ during adulthood also led to similar reduction in SQST-1 accumulation and lifespan extension as observed with *atgl-1* silencing (Figures S2C and S2D). These observations pointed to a possible lipid droplet-mediated cytoprotective mechanism.^47^ Indeed, silencing *atgl-1* in SQST-1:RFP over-expressing animals led to a substantial increase in lifespan (Figure 3C) accompanied by a marked decrease in SQST-1 accumulation (Figure 3D). Similar observations were made in animals over-expressing SQST-1:GFP (Figure S2E), suggesting that the lipid droplet-mediated effects impacts SQST-1-mediated selective autophagy.

**Figure 3:**
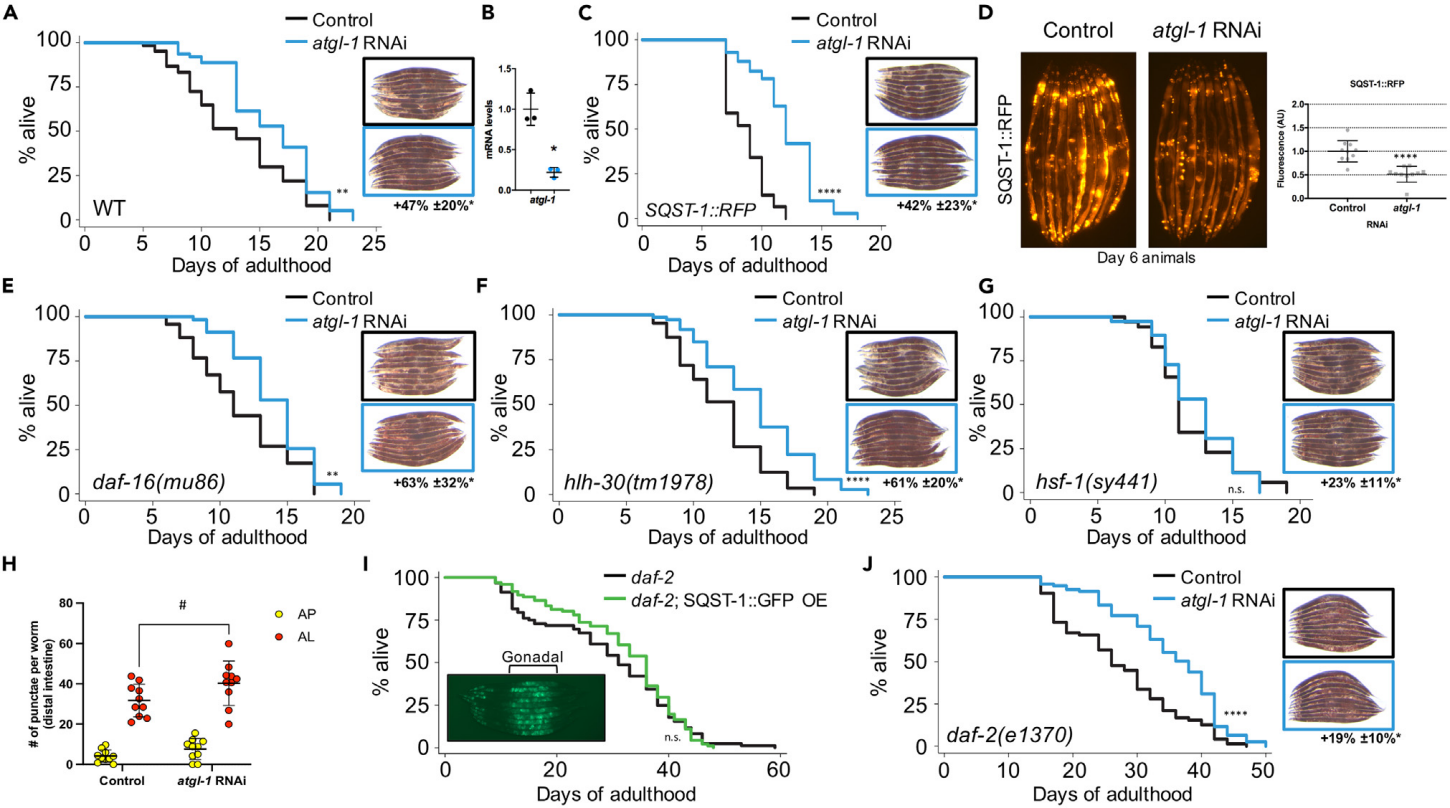
Silencing *atgl-1* extends lifespan and reduces SQST-1 accumulation in *C. elegans* (A and C) (A) Lifespan analysis of wild-type animals and (C). animals over-expressing SQST-1:RFP raised at 20°C on OP50 *E. coli* and then grown at 25°C during adulthood on control bacteria or bacteria expressing dsRNA against *atgl-1* (n = 100). Corresponding images of Day 5 animals stained with Oil Red O demonstrating intestinal lipid store accretion under *atgl-1* RNAi (blue borders), with quantification below. n = 10 *t-*test ∗p *< 0.05*. (B and D) (B) Levels of *atgl-1* mRNA measured by qPCR showing efficient silencing after 3 days on *atgl-1* RNAi (Black: Control RNAi, Blue: *atgl-1* RNAi). Biological triplicates *t-*test ∗p *< 0.05* (D). Representative fluorescence images taken after Day 1 animals over-expressing SQST-1:RFP and DHS-3:GFP were fed control bacteria or bacteria expressing dsRNA against *atgl-1* for 5 days at 25°C. (E–G) Lifespan analysis of *daf-16(mu86)*, *hlh-30(tm1978),* and *hsf-1(sy441)* mutants raised at 20°C on OP50 *E. coli* and then grown at 25°C during adulthood on control bacteria or bacteria expressing dsRNA against *atgl-1* (n = 100). Corresponding images of Day 5 animals stained with ORO demonstrating intestinal lipid store accretion under *atgl-1* RNAi (blue borders). (H and I) (H) Levels of autophagosomes and autolysosomes were measured in animals expressing the tandem reporter mCherry:GFP::LGG-1^7^ after feeding Day 1 animals with control bacteria or bacteria expressing dsRNA against *atgl-1* for 2 days at 25°C. n = 10 per condition ±SD *t-*test ^#^p *< 0.06* (I). Lifespan analysis of *daf-2(e1370)* and *daf-2;SQST-1::GFP* animals raised at 20°C and then grown at 25°C during adulthood on OP50 *E. coli* (with representative image of Day 5 animals, comparative image of wild-type animals in Figure 1B). (J) *daf-2(e1370)* animals were raised at 20°C on OP50 *E. coli* and then grown at 25°C during adulthood on control bacteria or bacteria expressing dsRNA against *atgl-1* (n = 100). Corresponding images of Day 5 animals stained with ORO demonstrating intestinal lipid store accretion under *atgl-1* RNAi (blue borders). Details about lifespan analyses and repeats are available in Tables S3 and S4, Mantel-Cox log rank. n.s.: not significant, *∗∗*p *< 0.01,∗∗∗∗*p *< 0.001*.

To determine whether accumulation of lipids is able to improve the lifespan of proteostatically impaired mutants, we silenced *atgl-1* in three well-established short-lived mutants, including *daf-16(mu86)*, *hlh-30(tm1978),* and *hsf-1(sy441)*.^48^ Notably, the expression of these transcription factors was increased at 25°C compared to 20°C, suggesting that their function may be stimulated by heat (Figure S2F). Silencing *atgl-1* extended the lifespan of *daf-16* and *hlh-30* mutants, but not the lifespan of *hsf-1* mutants (Figures 3E–3G), indicating that lipid droplet-mediated lifespan extension may require the expression of key chaperones regulated by HSF-1/HSF1, such as heat shock protein HSP-1, which binds lipid droplets and modulates SQST-1 levels (Figure 2D). Interestingly, lipid droplets may harbor chaperones with roles in aggregate clearance.^49^ Notably, autophagic activity, as measured by the tandem mCherry:GFP::LGG-1 reporter,^7^ showed that *atgl-1* silencing increases the conversion of autophagosomes (GFP+mCherry - yellow puncta) into autolysosomes (mCherry only - red puncta) (Figures 3H and S2G). Accordingly, the lifespan of autophagy-deficient *atg-7* mutants was not increased by silencing *atgl-1* (Figure S2H).

As our lifespan analyses highlighted novel proteostatic and longevity roles for lipid droplets, we reasoned that long-lived animals with large lipid stores should accumulate less intestinal SQST-1. Strikingly, *daf-2(e1370)* expressing SQST-1:GFP (Figure 3I) or SQST-1:RFP (Figure S2I) accumulated negligible intestinal SQST-1 during aging (GFP signal in mid-section was entirely gonadal, see wild-type comparison in Figure 1B). In addition, SQST-1 over-expression did not significantly affect the long lifespan of *daf-2* animals (Figure 3I). Loss of *sqst-1* did not affect the lifespan of *daf-2* animals (Figure S2J), as previously shown,^16^ highlighting that SQST-1 function becomes less important at 25°C for the lifespan of organisms with relatively stable proteomes and high lipid stores. The extent of heat-induced increase in SQST-1-mediated selective autophagy was also attenuated in *daf-2* animals (Figure S2K) compared to wild-type (Figure 1H), suggesting that elevated lipid droplets may buffer the need for SQST-1 function during heat stress. Silencing *atgl-1* in *daf-2* animals enhanced their intestinal lipid stores and further extended their lifespan (Figure 3J), indicating that elevated lipid droplet accumulation can also extend lifespan in animals with enhanced proteostasis. Altogether, our data present an important and previously unrecognized role for lipid droplets in SQST-1 dynamics and longevity.

### Silencing atgl-1 elicits limited changes in gene expression

Lipid droplets have been recently shown to coordinate transcriptional programs by sequestering factors that modulate transcription.^50^ Since HSF-1 was required for lifespan extension by *atgl-1* silencing, we hypothesized that the lipid droplet increase associated with *atgl-1* silencing might affect the expression of HSF-1-regulated targets. 

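RNA was sequenced from 18 libraries of adults collected on Day 5 of adulthood, after development at 20°C and 96 h at 25°C. Wild-type animals were fed control bacteria (n = 4 libraries) or bacteria that silence atgl-1, the gene of the triacylglycerol lipase ATGL-1 (n = 4). daf-2 animals, mutants of the insulin receptor, were fed the same bacteria (n = 3 on control bacteria and n = 3 under silencing), and 4 libraries came from animals over-expressing ATGL-1::GFP. The labels of the over-expressing animals name a control treatment; the paper's RNA-seq methods name OP50 for their development and no other food, and its general methods give OP50 as the default, so their food as adults may have differed from the RNAi bacteria of the wild-type controls. The authors deposited raw counts of reads per gene, for which their notes name Trimmomatic, STAR, featureCounts and the WBcel235 genome. Total counts per library ran from 14458459 to 25174521 in wild-type controls (median 22602954), from 12284947 to 24836347 in silenced wild-type animals (median 17696640) and from 12572723 to 12940396 in over-expressing animals (median 12730639.5). They ran from 11895448 to 23487183 in daf-2 controls (median 13105542) and from 12139531 to 15173065 in silenced daf-2 animals (median 13470082). Of 46756 genes in the files, the 16241 with enough counts for a test were kept, library sizes were scaled by TMM, and all libraries entered 1 fit of edgeR's quasi-likelihood model with a term for each of the 5 groups. Levels are given as CPM, counts relative to the scaled library size, and a gene is called at a Benjamini-Hochberg adjusted p under 0.05 with no fold minimum. Nothing in the labels or the paper says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these samples. The first principal component held 60.3% of the variance and parted the daf-2 libraries from the others. The biological coefficient of variation was 12.2% within the daf-2 groups and 41.5% within the wild-type control and silenced groups. The fit of all libraries estimates 1 spread per gene over the 5 groups. Its intervals, p-values and counts for daf-2 animals therefore also reflect the wider spread of the wild-type libraries. Yolk protein (vitellogenin) mRNAs lay on average at log2 differences of -2.28 and -2.48 from the wild-type control mean in the silenced wild-type libraries LL33 and LL34, and of 0.25 and -0.26 in LL35 and LL36. For sperm mRNAs the same 4 libraries gave 0.29, -0.68, -2.19 and -2.17, and the over-expressing libraries LL25 to LL28 gave -1.59, 0.42, -4.54 and -3.31.

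**Figure D1:**
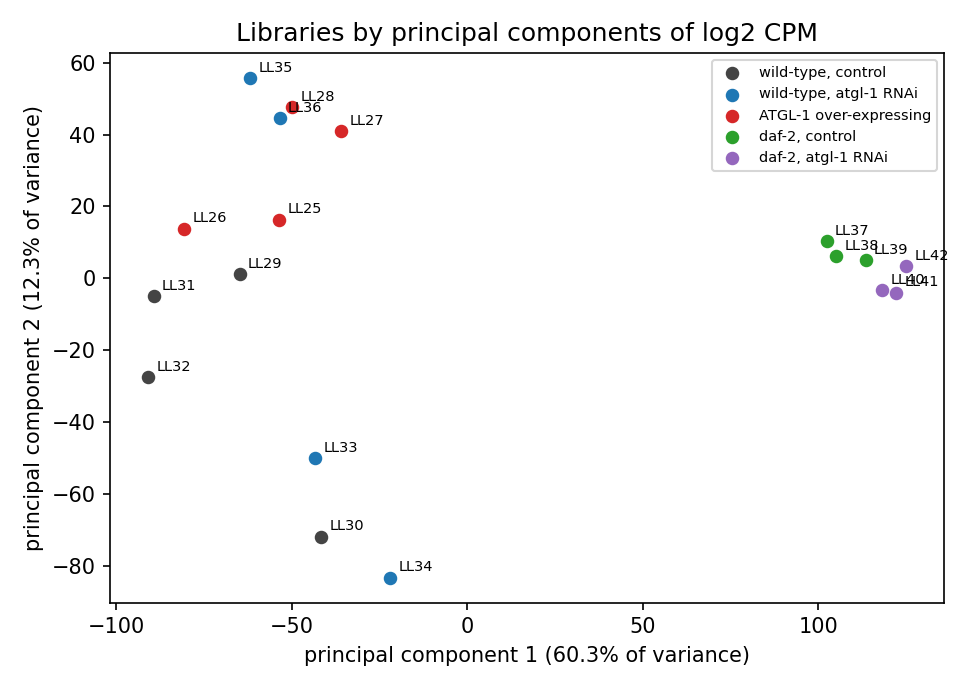
Each point is 1 of the 18 libraries, placed by the first principal component of log2 CPM (x axis, 60.3% of the variance) and the second (y axis), and coloured by group. The 6 daf-2 libraries sit together on the right, and the libraries of wild-type background are spread along the second component.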

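Silencing atgl-1 in wild-type animals lowered the mRNA of 76 genes and raised that of 5, which is 0.499% of the genes tested. Genes of the intestine and of fat metabolism were among those that fell: pept-1, an intestinal peptide transporter, by 1.42 on the log2 scale (standard error 0.23, adjusted p = 0.0242 from edgeR, n = 4 and 4 libraries), and sams-1, an S-adenosylmethionine synthetase, by 1.34 (standard error 0.28, adjusted p = 0.0424). haf-9, an ABC transporter of gut granules, had the smallest adjusted p (log2 fold change -0.95, standard error 0.13, adjusted p = 0.00798). The 5 genes that rose were ftn-1, a ferritin (log2 fold change 1.00), ttr-23 (0.94), pvf-1, a growth factor (0.70), W06G6.20 (1.41) and Y4C6B.3 (0.57). Of 44 genes of fatty acid oxidation, 5 fell and none rose (15 lower and none higher when adjusted over the list alone), and the list was lower by camera (adjusted p = 8.58e-16), a call that was lost at adjusted p = 0.141 with an estimated correlation. The 5 were the carnitine palmitoyltransferase gene cpt-5 (log2 fold change -1.67) and acox-1.1 (-1.09), maoc-1 (-0.93), dhs-28 (-0.94) and daf-22 (-1.09), which act in peroxisomal oxidation. Of 27 genes of fatty acid synthesis, only the desaturase gene fat-7 was called (log2 fold change -3.92, standard error 0.80), with 6 lower when adjusted over the list alone (camera adjusted p = 2.49e-06, and adjusted p = 0.148 with an estimated correlation). Of 15 intestinal markers, pept-1 and ifc-2 (-1.23) fell, 5 were lower when adjusted over the list alone, and camera called the list lower (adjusted p = 9.30e-09, and adjusted p = 0.148 with an estimated correlation). Of 19 muscle markers, dim-1 fell (-1.14), 8 were lower when adjusted over the list alone, and camera called the list lower (adjusted p = 2.06e-11, and adjusted p = 0.152 with an estimated correlation). A further list test, fry, called 6 of 31 lists. Among them were fatty acid oxidation, fatty acid synthesis, intestine and muscle, all lower (fry adjusted p = 0.0194, 0.0293, 0.0273 and 0.0469). Markers of other tissues and stages moved in the same comparison without a called gene, with median log2 fold changes of -1.14 for sperm, -1.05 for the cuticle, -0.62 for vitellogenins and 0.49 for oocytes, and 7 of 35 splits of these 8 libraries called as many genes as the real one, itself included. The calls were lost in 2 of 15 other settings and libraries left out for haf-9, in 5 of 15 for pept-1, acox-1.1 and dim-1, in 7 of 15 for sams-1, fat-7 and dhs-28, in 9 of 15 for daf-22 and in 10 of 15 for cpt-5 and ftn-1. In daf-2 animals, none of the genes was called by edgeR, 402 had an unadjusted p under 0.05, and DESeq2 called 1, WBGene00014732 (log2 fold change -1.72). No gene was called by edgeR for a difference of the silencing effect between daf-2 and wild-type animals (958 at an unadjusted p under 0.05, smallest adjusted p 0.323), and DESeq2 called 20. In data simulated at these depths, the fit recovered 36 of 98 genes changed by 1 on the log2 scale and 73 of 100 changed by 2 for silencing in wild-type animals, and 30 of 99 and 62 of 98 in daf-2 animals. The simulation gave every group the means and spread of all libraries (common dispersion 0.102, against 0.0148 within the daf-2 groups). It therefore does not give the recovery at the daf-2 groups' own spread. The count in wild-type animals was 0 without library LL36 or with only the compared groups in the fit, 3 without LL33, 2 without LL32, 5 without LL31, 228 without LL34, 343 without LL30 and 408 without LL29, and DESeq2 called 467 genes. In daf-2 animals 21 genes were called with only the compared groups in the fit, and DESeq2 with only the compared groups, chosen after seeing the data, called 401, or 61 with a log2 fold change of at least 1.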

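No gene of a list of small heat shock protein and inducible HSP70 genes, drawn up for the heat response of HSF-1, passed the test under atgl-1 silencing. Whether HSF-1 drives each member was not tested. The results in daf-2 animals use the spread shared by all 5 groups (common dispersion 0.102, against 0.0148 within the daf-2 groups). An absence of calls there therefore does not show that the genes stayed unchanged. hsp-12.6, hsp-12.3 and sip-1 are also in the list of genes higher in daf-2 mutants. Of 17 heat shock inducible genes, none was called in wild-type animals, and hsp-17 and hsp-25 were lower when adjusted over the list alone, with log2 fold changes of -1.18 (standard error 0.28) and -0.62 (standard error 0.15). hsp-70, whose product the paper names as a target of HSF-1, was at 13.9 ± 4.9 CPM (SD, n = 4) in wild-type controls and 10.6 ± 1.4 CPM (SD, n = 4) under silencing (log2 fold change -0.37, adjusted p = 0.662 from edgeR). The list's median log2 fold change in wild-type animals was -0.07 while its mean was 0.18, and camera gave an adjusted p of 0.763 (adjusted p = 0.948 with an estimated correlation). In daf-2 animals none of the 17 was called by edgeR or when adjusted over the list alone, the median log2 fold change was 0.46, and hsp-16.41, a small heat shock protein gene, had a log2 fold change of 1.15 (standard error 0.39, adjusted p = 1). camera called the list higher in daf-2 animals (adjusted p = 0.00312), and with an estimated correlation the adjusted p was 0.529. hsf-1 itself had log2 fold changes of 0.28 (standard error 0.15, adjusted p = 0.422) in wild-type animals and 0.02 (standard error 0.17, adjusted p = 1) in daf-2 animals. Of 28 constitutive cytosolic chaperones and cochaperones, none was called in either background, none was called when adjusted over the list alone, and the HSP70 gene hsp-1 had log2 fold changes of -0.06 (standard error 0.12) and 0.07 (standard error 0.13). Their median log2 fold change was 0.05 in wild-type animals (camera adjusted p = 0.342, and adjusted p = 0.839 with an estimated correlation) and 0.09 in daf-2 animals (camera adjusted p = 7.96e-05, and adjusted p = 0.529 with an estimated correlation). For a difference between the backgrounds in the response to silencing, the list of heat shock inducible genes lay just above the threshold by camera (adjusted p = 0.0503, and adjusted p = 0.552 with an estimated correlation). Of all 31 lists, camera called 11 for this difference, and with an estimated correlation it called none.

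**Figure D2:**
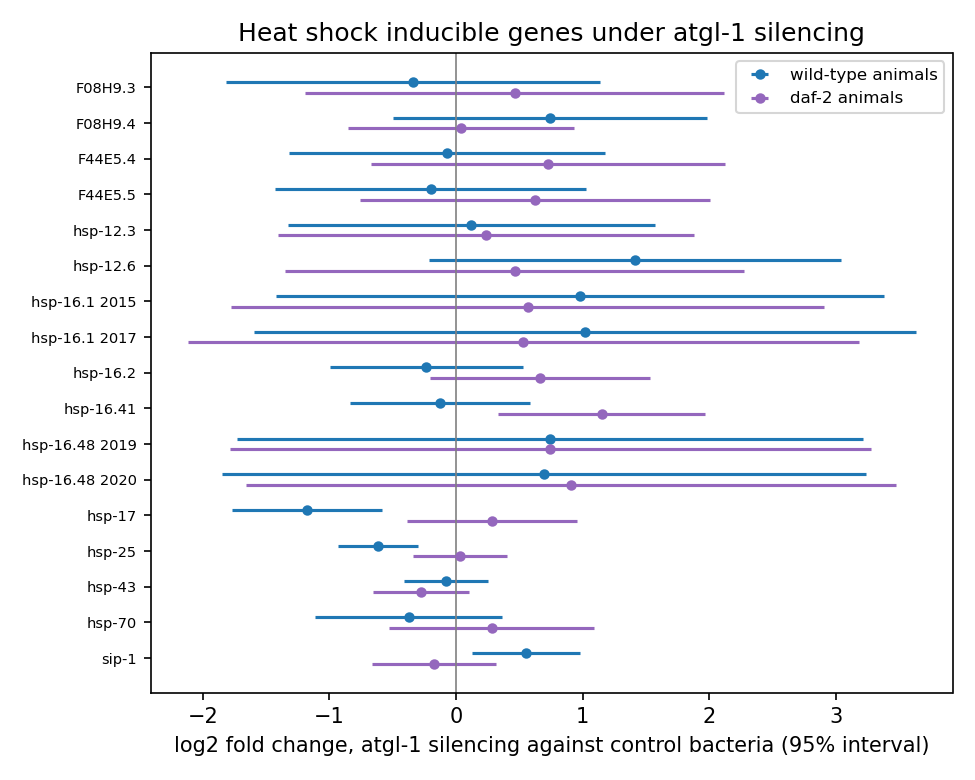
Log2 fold change (x axis) of each of the 17 heat shock inducible genes (y axis, symbols with the number of the gene identifier where 2 genes share a symbol) under atgl-1 silencing against control bacteria, with bars for 95% confidence intervals. Wild-type and daf-2 animals are drawn in separate colours, hsp-17 sits at -1.18 in wild-type animals and hsp-16.41 at 1.15 in daf-2 animals, and none of the genes passed the test over all genes.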

Using RNA sequencing (RNA-seq), we found that enhancing lipid stores by silencing *atgl-1* in WT or *daf-2* animals had limited effect on global transcription. 

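The target of the RNAi, atgl-1, fell in wild-type animals by 0.88 on the log2 scale (95% confidence interval -1.21 to -0.55, adjusted p = 0.0348 from edgeR), and in daf-2 animals its log2 fold change was -0.27 (95% confidence interval -0.65 to 0.10, adjusted p = 1). W03F9.4 fell by 2.81 in wild-type animals (standard error 0.52, adjusted p = 0.0355) and was at -2.06 in daf-2 animals (unadjusted p = 0.0045 and adjusted p = 0.188 over the genes called in wild-type animals alone, both from edgeR); with only the compared groups in the fit, edgeR called it in daf-2 animals (adjusted p = 0.0193). The sodium-proton exchanger gene nhx-2 fell by 1.08 in wild-type animals (standard error 0.23), and its log2 fold change in daf-2 animals was 0.75. pvf-1, one of the genes that rose in wild-type animals, had a log2 fold change of 0.37 in daf-2 animals. No gene was called by edgeR in both backgrounds, which its count of 0 in daf-2 animals fixes beforehand. DESeq2, which called only WBGene00014732 in daf-2 animals, gave 0 as well. Of the 81 genes called in wild-type animals, 49 had the same sign in daf-2 animals, 9 had an unadjusted p under 0.05 there and 0 passed when adjusted over those genes alone. The 76 that fell had a median log2 fold change of -0.07 in daf-2 animals, where 47 of them were below 0. As a set, these 76 genes did not differ from the other genes in daf-2 animals by camera (p = 0.191, and p = 0.724 with an estimated correlation). The 5 that rose were not part of this set. With DESeq2 fitted to only the compared groups, a setting chosen after seeing the data, 12 genes were called in both backgrounds, of which 6 were lower in both (W03F9.4, T19B10.2, col-124, col-179, mup-4 and Y47D7A.13), pvf-1 was higher in both and 5 moved in opposite directions.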

Silencing *atgl-1* resulted in 13 overlapping differentially expressed genes (DEG) in wild-type animals and *daf-2* mutants of which 6 genes besides *atgl-1* are down-regulated in both cases (Figures S3A and S3B). The mRNA levels of *sqst-1* remained unchanged by *atgl-1* silencing (Figure S3C). 

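sqst-1 lies on chromosome IV from 12034252 to 12037051 (WBcel235) and encodes the autophagy receptor SQST-1. In wild-type animals its level was 198 ± 101 CPM (SD, n = 4) on control bacteria and 196 ± 60 CPM (SD, n = 4) under atgl-1 silencing. This is a log2 fold change of -0.02 with a 95% confidence interval of -0.64 to 0.61, a fold of 0.989 with an interval of 0.640 to 1.53 (adjusted p = 0.990 from edgeR; exact two-sided permutation test, p = 0.886). In daf-2 animals its level was 591 ± 56 CPM (SD, n = 3) on control bacteria and 753 ± 78 CPM (SD, n = 3) under silencing. This is a log2 fold change of 0.35 with a 95% confidence interval of -0.37 to 1.07, a fold of 1.27 (adjusted p = 1 from edgeR). The interval and adjusted p use the spread shared by all 5 groups. With only the daf-2 groups in the fit, edgeR gave a log2 fold change of 0.34 (adjusted p = 0.141). All 3 silenced daf-2 libraries lay above all 3 controls, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The sign in wild-type animals turned when 1 library was left out, with log2 fold changes of 0.39 without control LL30, which held 344 CPM, and -0.26 without LL34. DESeq2 fitted to the daf-2 groups alone, chosen after seeing the data, called sqst-1 higher under silencing (log2 fold change 0.35, adjusted p = 0.0229).

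**Figure D3:**
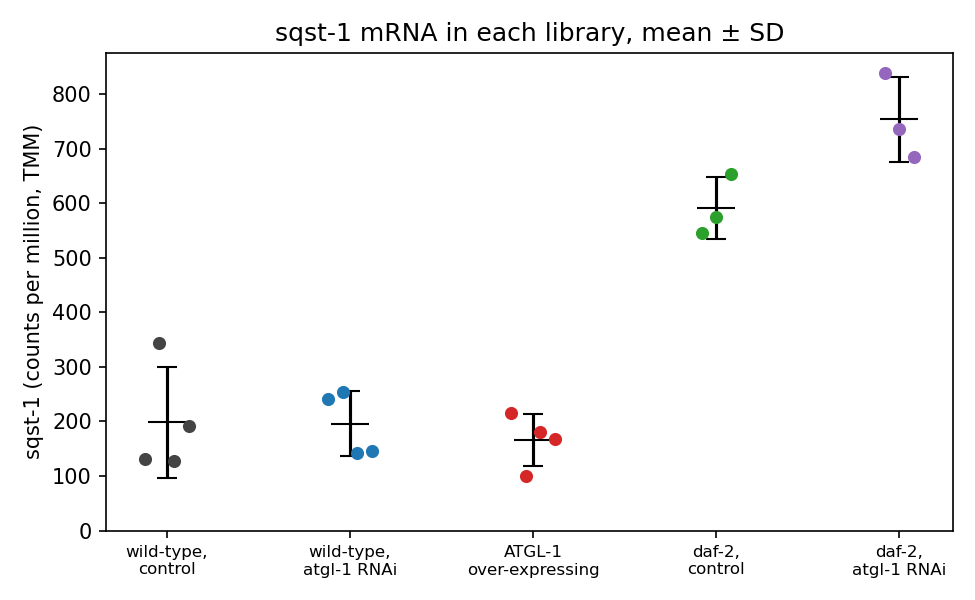
Level of sqst-1 mRNA (y axis, CPM after TMM scaling, starting at 0) in each library (points) by group (x axis), with the mean (dash) and SD (bars). Silenced and control wild-type libraries overlap, control LL30 stands at 344 CPM, and the daf-2 libraries lie between 546 and 838 CPM.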

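Among the genes called under both atgl-1 silencing and ATGL-1 over-expression in wild-type animals, 17 fell in both, 1 rose in both and 2 went in opposite directions, 20 genes in all. npa-1, which encodes a lipid-binding polyprotein, fell by 0.92 under silencing (standard error 0.17, adjusted p = 0.0355 from edgeR, n = 4 and 4) and by 0.86 on the log2 scale under over-expression (standard error 0.17, adjusted p = 0.0147). The peptidase gene pcp-3 fell by 1.13 and by 1.17, the intermediate filament gene ifc-2 by 1.23 and by 0.95, and the glutathione transferase genes gsto-1 and gst-13 by 1.31 and 0.68 under silencing and by 2.37 and 0.83 under over-expression. The collagen genes col-77 and col-104 fell by 2.19 and 1.83 under silencing and by 2.04 and 1.54 under over-expression. cest-1.1, T19D12.1 and H43E16.1 had log2 fold changes of -1.68, -1.63 and -1.31 under silencing and -1.42, -1.57 and -1.26 under over-expression, and T23E7.2, irg-7, C55A6.7, ZK1058.9, C49C8.5 and zyx-1 were lower in both with values between -1.07 and -0.49, as was haf-9. pvf-1 rose under over-expression by a log2 fold change of 0.91 (standard error 0.14). atgl-1 and the lectin gene clec-47 went in opposite directions, clec-47 with log2 fold changes of -1.47 (standard error 0.25) under silencing and 1.66 (standard error 0.24) under over-expression. Between over-expressing animals and wild-type controls 267 genes were called, of which 163 were lower and the others higher. The over-expressing animals are a separate transgenic strain, and their food as adults may have differed. An effect of strain or food cannot be told apart from one of ATGL-1 in this comparison. The count was 80 without LL28, 109 without LL27, 110 without LL32, 161 without LL25, 174 without LL31 and 703 without LL29. It was 42 with only the compared groups in the fit and 806 by DESeq2. Of 35 splits of these libraries, 2 called as many, the highest other 1828. Of 24 genes of lipid droplets and lipolysis, atgl-1 rose and 3 lysosomal lipase genes fell under over-expression, with log2 fold changes of -1.73 for lipl-5 (standard error 0.26), -2.69 for lipl-2 and -4.38 for lipl-3; the counts were the same when adjusted over the list alone, and camera did not call the list (adjusted p = 0.161, and adjusted p = 0.687 with an estimated correlation). Control LL30 sets much of the size for lipl-2 and lipl-3: the controls LL29 to LL32 were at 101, 665, 59.7 and 232 CPM for lipl-2 and LL29, LL31 and LL32 at 8.36, 9.19 and 33.2 CPM for lipl-3, for which LL30 was the highest, and without LL30 neither gene was called, with log2 fold changes of -1.67 for lipl-2 and -2.29 for lipl-3. The call was lost for lipl-2 and lipl-3 in 8 of 15 other settings and libraries left out. In the same list atgl-1 alone fell under silencing, in the count over all genes and when adjusted over the list alone (camera adjusted p = 0.100, and adjusted p = 0.515 with an estimated correlation). Of 19 genes of lipid transport, far-6 rose (0.62) and lbp-5 (-0.93) and lbp-7 (-1.29) fell under over-expression (4 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.745, and adjusted p = 0.976 with an estimated correlation). The call was lost in 9 of 15 other settings and libraries left out for far-6 and in 7 of 15 for lbp-5 and lbp-7. The heme transport gene hrg-3 fell under over-expression from 13.3 ± 7.0 to 0.586 ± 0.20 CPM (SD, n = 4 and 4), a log2 fold change of -4.48 (adjusted p = 5.31e-05), and the arginine kinase gene argk-1 rose by a log2 fold change of 4.89 (adjusted p = 0.00811). Both comparisons use the same 4 wild-type control libraries. With 2 different controls for each comparison 0 to 8 genes were shared, and the lean to falls in both was weaker. With LL30 and LL32 as the controls for silencing, 3 shared genes were lower in both, 1 was higher in both and 4 were opposite. With LL31 and LL32 these were 5, 0 and 3, and with LL30 and LL31 1, 0 and 1. Silencing called 184, 352 and 3 genes in these ways, where 0.748, 1.37 and 0.0137 shared genes were expected of unrelated lists. The other 3 ways shared none because silencing called 0 genes there, so they decide nothing about the overlap. The log2 fold changes of the 2 comparisons correlated at -0.0568 to 0.143, against 0.475 with all 4 controls. The number shared was 0 without LL36 or with only the compared groups in the fit, 1 without LL32, 2 without LL33, 3 without LL31, 64 without LL30, 71 without LL34 and 179 without LL29, and 135 by DESeq2; of the over-expressing libraries, it was 7 without LL28, 9 without LL27, 11 without LL25 and 35 without LL26, and it was 13 without LL35.

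**Figure D4:**
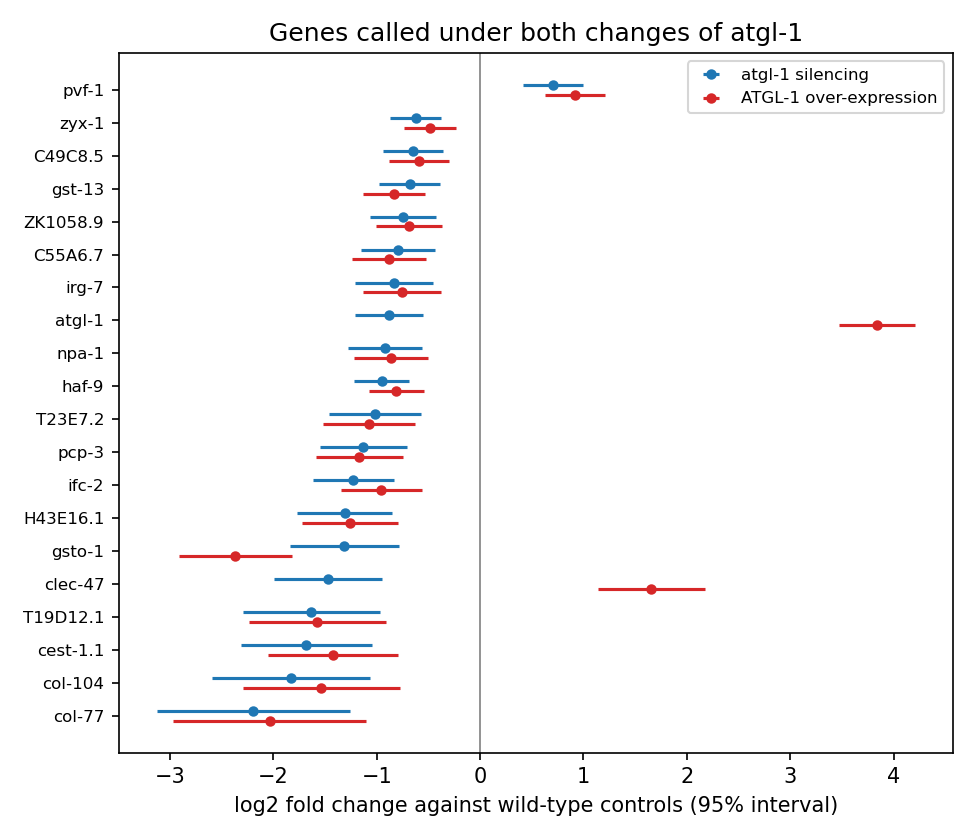
Log2 fold change against wild-type controls (x axis) of the 20 genes called under both atgl-1 silencing and ATGL-1 over-expression (y axis), with bars for 95% confidence intervals. Genes are ordered by their change under silencing, 17 lie below 0 under both changes, pvf-1 lies above 0 under both, and atgl-1 and clec-47 lie on opposite sides.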

Altering *atgl-1* levels (silencing or over-expression) led to differential expression of 50 overlapping genes, with no discernable transcription factor signature (Figures S3D and S3E). In addition, expression of *sqst-1* was unchanged in wild-type animals with low or high levels of *atgl-1* (Figure S3E). 

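In animals over-expressing ATGL-1, where atgl-1 mRNA was 14.3-fold that of the wild-type controls, sqst-1 was at 166 ± 48 CPM (SD, n = 4 libraries). Its log2 fold change against the wild-type controls was -0.25 with a 95% confidence interval of -0.88 to 0.37, a fold of 0.838 with an interval of 0.542 to 1.29. It did not pass the test (adjusted p = 0.671 from edgeR), and the exact two-sided permutation test gave p = 0.686. The 4 over-expressing libraries lay between 101 and 216 CPM, within the range of 127 to 344 CPM of the wild-type controls except for LL26 at 101. Without control LL30 the log2 fold change of sqst-1 was 0.15, and without control LL29 it was -0.44.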

Overall, we concluded that transcriptional regulation may not contribute significantly to the proteostatic-enhancing and lifespan-extending effects of lipid droplets. Therefore, lipid droplets may impact proteostasis via a more direct mechanism on the proteome itself.

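Members of the lists of protein quality control did not pass the test under atgl-1 silencing in either background, apart from 1 lysosomal gene in wild-type animals. In daf-2 animals the test used the spread shared by all 5 groups, so an absence of calls there does not show that the genes stayed unchanged. Called genes outside these lists were not sorted by function. Of 33 genes of autophagy, among them the ATG8 genes lgg-1 and lgg-2, none was called in either background or when adjusted over the list alone; in wild-type animals lgg-1 had a log2 fold change of 0.06 (standard error 0.16), lgg-2 of 0.05 (standard error 0.23) and atg-18 of 0.26 (standard error 0.10). camera called autophagy higher in wild-type animals (median log2 fold change 0.10, adjusted p = 0.00738, and adjusted p = 0.515 with an estimated correlation) and not in daf-2 animals (adjusted p = 0.0670). Of 49 lysosomal genes, the vacuolar ATPase gene vha-3 fell in wild-type animals by 0.76 on the log2 scale (standard error 0.15, adjusted p = 0.0367 from edgeR), 20 were lower when adjusted over the list alone, and camera called the list lower (adjusted p = 3.03e-08, and adjusted p = 0.148 with an estimated correlation). It was also lower by fry (adjusted p = 0.0273). In daf-2 animals none of its genes was called. The lysosomal list lay at log2 differences of -0.42, -0.18, -0.25 and -0.34 from the wild-type control mean in LL33 to LL36, and markers of the intestine (median log2 fold change -0.54) and of muscle (-0.59) were lower in the same comparison, so a change of tissue or stage may carry this fall. Of the other genes that the paper's Figures 2 to 4 target, none passed the test under silencing in either background or under over-expression; in wild-type animals under silencing, dhs-3 was at a log2 fold change of -0.61 (adjusted p = 0.337), inf-1 at -0.20, pab-1 at -0.18, daf-16 at -0.18, lpin-1 at -0.12, hlh-30 at -0.07, fasn-1 at -0.05, sbp-1 at -0.04, hosl-1 at -0.02, daf-2 at 0.06, cdc-48.2 at 0.10, lid-1 at 0.16 and atg-7 at 0.18. None of 35 proteasome subunits and none of 38 genes of the ubiquitin system was called in either background or when adjusted over the list alone, and in wild-type animals rpn-6.1 and cdc-48.1 both had a log2 fold change of 0.16. Both lists were higher by camera in wild-type animals (adjusted p = 0.00738 for the proteasome and 0.00904 for the ubiquitin system), calls that were lost at adjusted p = 0.675 and 0.515 with an estimated correlation. None of 22 genes of the ER unfolded protein response and none of 12 of its mitochondrial counterpart was called in either background, and camera gave adjusted p values of 0.980 and 0.334 in wild-type animals. Under over-expression, the mitochondrial HSP70 gene hsp-6 fell by 0.45 (standard error 0.11, adjusted p = 0.0417) and the small heat shock protein gene hsp-43 rose by a log2 fold change of 0.71 (standard error 0.16, adjusted p = 0.0290); the calls were lost in 7 and 8 of 15 other settings and libraries left out. Of 232 tested modulators of SQST-1 from the paper's Table S1, sams-1 and nhx-2 fell in wild-type animals, 9 were lower when adjusted over the list alone, and camera did not call the list (adjusted p = 0.0741); none was called in daf-2 animals (camera adjusted p = 0.00762 for higher, and adjusted p = 0.529 with an estimated correlation). Of the 17 modulators that the paper's Table S2 places both on lipid droplets and in aggregates, none was called in either background or when adjusted over the list alone. Their median log2 fold change was -0.24 in wild-type animals and 0.18 in daf-2 animals (camera adjusted p = 0.00228 and 0.00948, and adjusted p = 0.515 and 0.908 with an estimated correlation). In LL33 to LL36 the list lay at log2 differences of -0.08, 0.25, -0.58 and -0.64 from the wild-type control mean, so the fall rests mainly on LL35 and LL36. Most of its members are ribosomal protein genes, whose own list lay at -0.02, 0.32, -0.68 and -0.70. After reporting a limited effect of silencing on global transcription, the paper concludes overall that transcriptional regulation may not contribute significantly to the effects of lipid droplets on proteostasis and lifespan.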

### Lipid droplets enhance proteostasis by modulating the accumulation of ubiquitinated proteins

The emerging connection between lipid droplet stores and proteome stability led us to investigate how lipid droplet loss affects proteostasis and SQST-1 abundance. First, we tested whether lipid droplet depletion affects lifespan using ATGL-1:GFP over-expressing animals.^51^ Opposite of the effect observed at 20°C (Table S3),^52^ we found that over-expressing ATGL-1 was detrimental to lifespan at 25°C (Figure 4A) and led to a significant increase in SQST-1 intestinal accumulation accompanied by lower lipid stores (Figure 4B), suggesting that loss of lipid droplet stores can interfere with SQST-1 dynamics. When autophagy or proteasome function was reduced by silencing autophagosome protein *lgg-1* or proteasome subunit *rpn-6.1*, respectively, ubiquitinated protein levels were higher in animals with lower lipid stores, suggesting that lipid droplets may buffer the proteome and facilitate the processing of unstable or misfolded proteins (Figures 4C and S4A). Strikingly, analyzing lipid droplets revealed substantial accumulation of ubiquitinated proteins in lipid droplet-enriched fractions (Figures 4D and S4B), indicating that lipid droplets contain a significant amount of proteins potentially bound for degradation. Lipid droplet-associated accumulation of ubiquitinated proteins was increased when autophagic or proteasomal degradation was reduced (Figure 4D), suggesting that lipid droplets have the capacity to harbor many degradation cargoes, which may become particularly relevant for proteostasis when autophagic and proteasomal systems are failing during aging.

**Figure 4:**
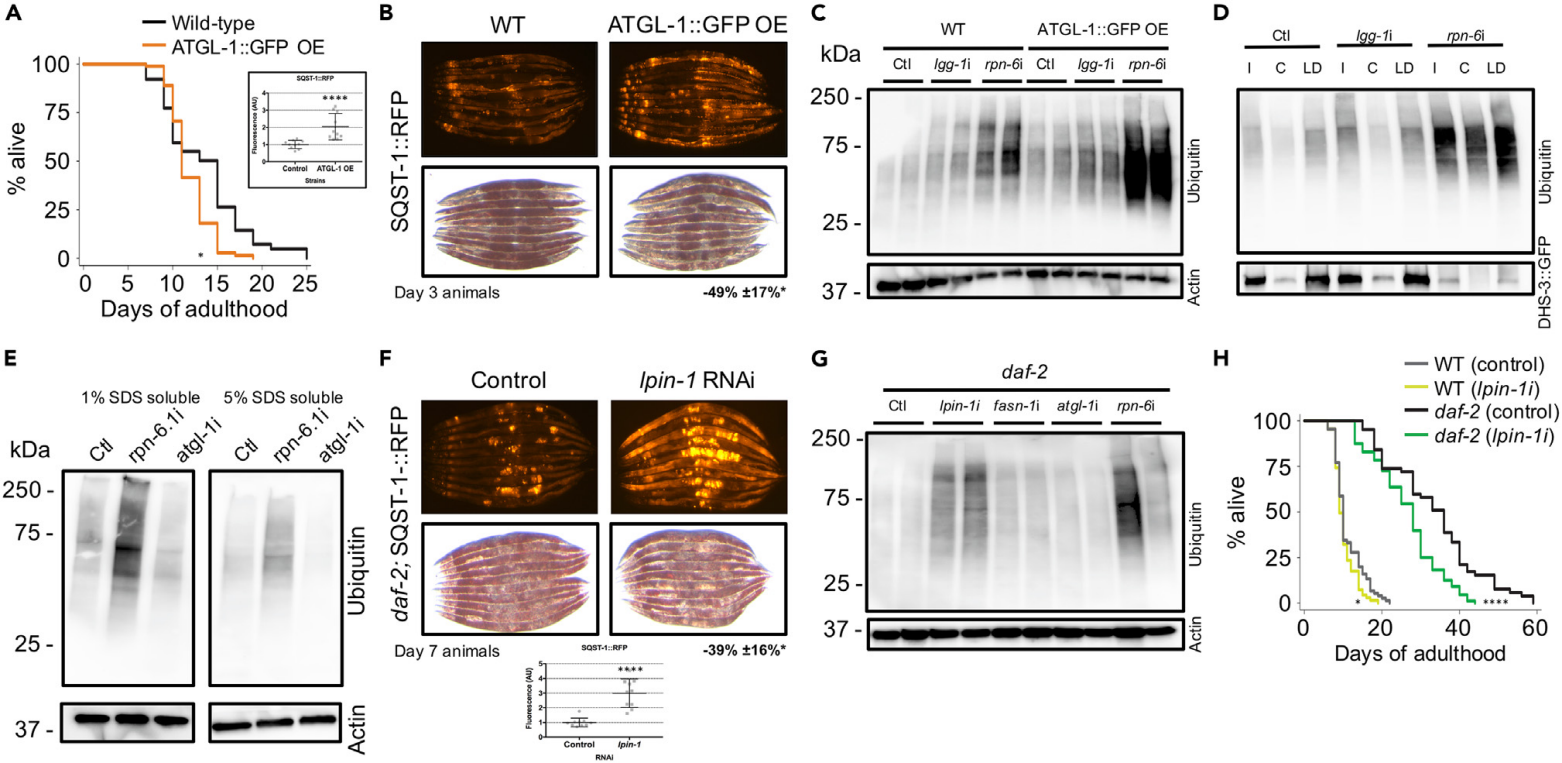
Lipid droplets modulate ubiquitinated protein accumulation, SQST-1 levels, and lifespan (A) Lifespan analysis of wild-type and transgenic animals over-expressing ATGL-1:GFP developmentally raised at 20°C and then grown at 25°C during adulthood on OP50 *E. coli* (n = 100). (B) Levels of RFP signal and lipid droplets from Day 3 animals over-expressing SQST-1:RFP in wild-type or transgenic ATGL-1:GFP over-expressing background. (C) Wild-type and ATGL-1:GFP over-expressing animals were raised at 20°C and then grown at 25°C during adulthood on control bacteria (Ctl) or bacteria expressing dsRNA against autophagy gene *lgg-1* or proteasome subunit gene *rpn-6.1* for 2 days. Levels of ubiquitinated proteins and actin were visualized by immunoblotting. Actin was used as loading control. Biological replicates shown. (D) Animals expressing lipid droplet-resident protein DHS-3 fused to GFP were raised at 20°C and then grown at 25°C during adulthood on control bacteria or bacteria expressing RNAi against *lgg-1* or *rpn-6* for 4 days. Levels of ubiquitinated proteins and DHS-3:GFP were visualized by immunoblotting from total input (I), cytosol (C) and lipid droplet (LD) fractions (comparative % loaded between fractions, i.e., 10%). (E) Day 1 wild-type animals were fed control bacteria or bacteria expressing dsRNA against *rpn-6* or *atgl-1* for 3 days and ubiquitination levels were detected by immunoblotting. (F) Levels of RFP signal and lipid droplets in Day 7 *daf-2* animals over-expressing SQST-1:RFP and fed control bacteria or bacteria expressing dsRNA against *lpin-1* during adulthood. (G) Day 1 *daf-2* animals were fed control bacteria or bacteria expressing dsRNA against *atgl-1, rpn-6* or *lpin-1* for 5 days at 25°C and ubiquitination levels were detected by immunoblotting. Actin was used as loading control. Biological replicates shown. (H) Lifespan analysis of wild-type and *daf-2(e1370)* raised at 20°C on OP50 *E. coli* and then grown at 25°C during adulthood on control bacteria or bacteria expressing dsRNA against *lpin-1* (n = 100). Details about lifespan analyses and repeats are available in Tables S3 and S4, Mantel-Cox log rank. n.s.: not significant, ∗p *< 0.05,∗∗∗∗*p *< 0.001*.

The association and function of ATGL-1 with lipid droplets was recently found to be antagonized by the AAA-ATPase CDC-48/VCP.^53^ CDC-48/VCP is best known for its role in ER-associated degradation machinery,^54^ but it has been associated with other functions including endocytosis^55^ and more recently autophagy itself.^56^ CDC-48/VCP helps unfold unstable, ubiquitinated, and proteasomal degradation-bound proteins in concert with heat shock protein HSP-70, a key regulated target of HSF-1.^57^ Thus, we assayed the effect of the loss of CDC-48 on SQST-1 and ATGL-1 levels using fluorescent reporters. Silencing *cdc-48.2* increased the levels of ATGL-1:GFP (Figure S4C) and led to the accumulation of SQST-1:RFP (Figure S4D). In mammalian cells, loss of proteasome function drives SQSTM1 to divert cargo to selective autophagy,^58^ but stimulating proteasomal processing by over-expressing of VCP can reduce SQSTM1 accumulation.^59^ Here, we reasoned that CDC-48 functions related to processing ubiquitinated targets and autophagy may underlie the ability of nematodes with elevated lipid droplets to attenuate SQST-1 accumulation and modulate lifespan. Accordingly, silencing *atgl-1* in *cdc-48.1* or *cdc-48.2* mutants failed to significantly extend lifespan (Figure S4E; Table S4), indicating that lipid droplet-mediated lifespan extension requires functional CDC-48.

As lipid droplet size increases, its surface also increases, and it is possible that the capacity of this organelle to bind and stabilize proteins may also increase as well. Enhancing lipid droplet stores by silencing *atgl-1* reduced the overall accumulation of ubiquitinated proteins, in particular in the lower solubility (5% SDS soluble) fraction (Figure 4E), suggesting that typically insoluble proteins are less likely to be ubiquitinated when lipid droplets abound. Notably, the types of proteins that aggregate with age differ between wild-type and long-lived *daf-2* mutants, as the latter tends to accumulate aggregating proteins that are less hydrophobic than those aggregating in wild-type animals.^4^ Reducing lipid droplet stores genetically by silencing lipogenic genes *sbp-1(SREBP2)*, *lpin-1(LIPN1)* or *fasn-1(FASN)* enhanced SQST-1 accumulation in wild-type animals (Figure S4F). Similarly, loss of lipid droplet stores by silencing *lpin-1* in *daf-2* resulted in increased SQST-1 accumulation and overall protein ubiquitination (Figures 4F, 4G, and S4G). Ultimately, in wild-type and more significantly in *daf-2* animals, silencing of *lpin-1* reduced their lifespan (Figure 4H). As proteostasis failure is a feature of neurodegeneration, we tested the effect of increasing lipid droplet levels in proteotoxic contexts. Animals intestinally expressing an aggregating poly-glutamine protein fused to YFP (Q44:YFP)^60^ had reduced numbers of aggregates when *atgl-1* was silenced (Figure S4H). Reducing the expression of *atgl-1* in a muscle-expressing proteotoxic amyloid protein Aβ-42 resulted in a marked protection against aggregation-associated paralysis^61^ (Figure S4I). Altogether, our data demonstrate that lipid droplets are important for proteostasis and contribute to lifespan by facilitating autophagy and stabilizing the proteome.

## Discussion

Decades of aging research has uncovered key longevity-regulating pathways in *C. elegans*,^48^ yet the role of lipid droplets in the lifespan extension of several established long-lived nematodes has remained unresolved. Here, while studying the regulation of the selective autophagy receptor SQST-1, we unexpectedly uncovered a direct role for lipid droplets in proteostasis and lifespan. Several SQST-1 modulators associate with lipid droplets and aggregate with age, including ribosomal, translation-related, and folding-related proteins.^43^ Ribosomal assembly dysfunction due to loss in subunit stoichiometry may burden the autophagy machinery, and contribute to age-related proteotoxicity.^39^ Importantly, lipid droplet accumulation, by silencing cytosolic triacylglycerol lipase *atgl-1/ATGL,* mitigates the progressive age-related SQST-1 accumulation, a benefit recapitulated in long-lived, lipid droplet-rich *daf-2* mutant animals. Lipid droplets are cytoprotective as they prevent aberrant SQST-1 accumulation, in part via the functioning of AAA-ATPase CDC-48/VCP which processes ubiquitinated proteins for proteasomal degradation.^62^ Strikingly, we found that a substantial portion of soluble ubiquitinated proteins in nematodes was associated with lipid droplets, suggesting that unstable proteins bound for degradation may be stabilized by the surface of lipid droplets. Our findings also provide support to the importance of the emerging lipid-droplet-mediated protein degradation process^63^^,^^64^ in longevity and aging. Altogether, our study strengthens the emerging concept that lipid droplets serve as a buffer for proteostasis^47^ by stabilizing proteomes and coordinating protein degradation machineries.

Understanding the regulation of SQST-1/SQSTM1 during aging and in different disease contexts is important in order to determine the validity of stimulating SQSTM1-mediated selective autophagy as a therapeutic strategy to improve proteostasis in age-related diseases.^65^ Here, we find that over-expressing SQST-1 had no effect on the lifespan of wild-type animals at 20°C^16^ whereas elevated SQST-1 level at 25°C was detrimental. While lab-to-lab variations in lifespan analyses can occur, we tested a variety of over-expressing strains for SQST-1 with different tags in order to more broadly assess the impact of high levels of SQST-1 on longevity. In hindsight, one could have predicted that over-expressing a ubiquitin-binding protein with a propensity for oligomerization with ubiquitinated cargoes^66^ might not be necessarily advantageous. This is particularly relevant in *C. elegans* which is characterized by a proteome nearing its solubility limit^2^^,^^3^ and displaying overall proteome instability and aggregated protein accumulation during aging.^5^ SQST-1 over-expression was primarily visible in neuronal, gonadal and intestinal cells and accumulated in a temperature-dependent manner and progressively during aging. The inability of stressed and aging animals to process ubiquitinated cargos bound for proteasomal or autophagic degradation may lead to a gradual build-up of SQST-1. Accordingly, SQST-1 over-expression may over-sensitize the animals to unstable, ubiquitination-prone proteins, posing an additional challenge to the autophagic machinery. This is exemplified by recent evidence that reducing SQST-1 specifically in the neurons of a nematode model of ALS is protective,^67^ possibly since mutant FUsed in Sarcoma (FUS) expression promotes SQST-1 accumulation, which exacerbates proteotoxicity and neurodegeneration. Notably, SQSTM1 can phase separate when interacting with ubiquitinated cargoes,^68^ but the impact of the formation of these condensates on overall proteostasis is unclear.

Lipid droplet accumulation is a prominent and under-explored phenotype of several long-lived nematodes, including well-established models such as insulin/IGF-1 receptor *daf-2* mutants, germline-less *glp-1* animals and protein synthesis *rsks-1* mutants,^69^ as well as in long-lived animals with reduced nuclear protein export.^70^ In addition, lifespan extension by inhibiting intestinal lipid secretion mediated by vitellogenins results in lipid redistribution to intestinal lipid droplet stores,^29^ a process believed to generate precursors for lysosomally-derived lipid signals.^28^ While enhanced lysosomal lipolysis and lipophagy may stimulate longevity-associated lipid signaling, we found that overactive cytosolic lipolysis decreases the ability of cells to maintain a stable proteome, which may burden the selective autophagy machinery. Our findings support that lipid droplets are much more than just lipid storage organelles^47^ and can serve as interfaces to enable protein stabilization and processing.

Rationing of intestinal lipid stores was originally evoked as a potential mechanism to provide long-term energy for dauer larvae that arrest feeding.^35^ Here, we propose a role for lipid stores during adulthood that focuses on their capacity to buffer proteostasis during aging in concert with HSF-1 and heat shock chaperones, thereby unburdening protein degradation systems. ATGL-1 over-expression leads to lipid store depletion,^52^ but, more importantly, it also removes the protection conferred by lipid droplets and renders animals vulnerable to proteotoxic stress associated with reduced proteasomal function, heat and aging. Thus, regulating the activity of ATGL-1 via transcription,^71^ post-translational modification,^72^ or alterations in CDC48/VCP activity^53^ provide a mechanism by which cells modify protein homeostasis. Overall, our data show that the lipid droplet-mediated decrease in protein ubiquitination and the enhancement in lifespan require the function of the AAA-ATPase CDC-48/VCP, a ubiquitin protein processing enzyme and autophagy modulator.^56^

Lipid droplet expansion and accumulation may belong to an arsenal of proteostatic measures that lipid-storing cells and possibly neurons can employ to prevent protein misfolding and aggregation. While lipid droplet accumulation in immune cells such as macrophages^73^ and microglia^74^ may be inflammatory and contribute to aging, lipid droplets may confer some post-mitotic, terminally differentiated cells with added protection against protein aggregation^49^ and mitochondrial lipid overload.^75^ For example, lipid droplet accumulation in Alzheimer’s disease pathogenesis^76^ may highlight an effort from neuronal cells to improve proteome stability and resilience against progressive proteotoxicity. Notably, drastic inhibition of triacylglycerol lipolysis becomes detrimental to neurons^77^ as larger lipid droplets are less easily broken down.^51^ However, a recent study showed that lipid droplet accumulation protected hyper-activated neurons from cell death,^44^ a phenomenon potentially relevant in Alzheimer’s disease.^78^ Thus, moderate accumulation of lipid droplets may be more desirable to provide protection against age-related proteotoxicity. In agreement, our data show marked protection against paralysis in a proteostatic Alzheimer’s disease model by attenuating cytosolic lipolysis.

Enhancing proteostasis by stimulating the autophagy process has emerged as an attractive strategy to mitigate several age-related diseases with pathological proteostatic decline such as neurodegenerative diseases.^79^ However, our study indicates that stimulating selective autophagy by specifically increasing the expression of one selective autophagy receptor, SQST-1/SQSTM1, is not sufficient to improve proteostasis and may exacerbate age-related proteostatic collapse. Overall, our study suggests that therapeutic improvement in proteostasis may benefit from a combinatorial approach in which the whole autophagy/lysosomal machinery is stimulated concomitantly with a modest reduction in lipid droplet breakdown. Such an approach may prevent pathogenic burdening of the autophagy/lysosome pathway with cargoes that could have otherwise been stabilized by lipid droplets or routed to the proteasome.

### Limitations of the study

Our study uncovered novel regulators of SQST-1/SQSTM1 dynamics and place lipid droplets as an important organelle in SQST-1/SQSTM1 dynamics and ubiquitinated protein metabolism. Here, lifespan studies in SQST-1 transgenic animals were repeated with integrated and non-integrated stains, and with different tags, which improved confidence in our interpretations. Our findings highlight challenges that can arise with nematode lifespan studies, including variations across laboratories and the role that temperature can play in the study of proteins in transgenic strains that respond to temperature at the transgene expression level and dynamically at the protein level. Notably, modulating lipid droplet levels using gene silencing (*atgl-1, hosl-1* or *lid-1* RNAi) and long-lived *daf-2* mutants led to a substantial reduction in SQST-1 accumulation. Whether other nematode longevity models accumulate less SQST-1 with age could be tested in strains with high lipid droplet content, such as the germline-less *glp-1* animals and the protein synthesis *rsks-1* mutants. Also, we found interesting new roles of ribosomal subunits in SQST-1 accumulation which could be further clarified by studying the direct impact of ribosomal assembly and function on selective autophagy. Overall, while the mechanism by which lipid droplets modulate SQST-1/SQSTM1 dynamics and polyubiquitinated protein levels is not fully elucidated, our work lays the foundation to further study the role of lipid droplets in proteostasis and aging at the cellular, tissular, and organismal levels.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-ubiquitin (Mouse Monoclonal)	ThermoFisher	MAI-10035
Anti-actin (Mouse Monoclonal)	Millipore Sigma	MAB1501R
Anti-GFP (Rabbit Polyclonal)	Santa Cruz	sc-8334

**Critical commercial assays**		

SuperSignal West Femto Maximum Sensitivity Substrate	ThermoFisher	34096
iTaQ Universal SYBR Green Supermix	Bio-Rad	172-5124

**Deposited data**		

RNA sequencing	NCBI GEO	GEO204953

**Experimental models: Organisms/strains**		

*C. elegans*	See Tables S5 and S6 for details	

**Oligonucleotides**		

qPCR primers	See Table S7 for details	

**Recombinant DNA**		

*C. elegans* Ahringer RNAi Library	Source BioScience	

**Software and algorithms**		

ImageJ	NIH	
Prism 7	GraphPad	
Zen	Zeiss	
Stata	StataCorp	

**Other**		

Fluorescence Stereomicroscope V20 Discovery	Zeiss	
ChemiDoc Imaging System	Bio-Rad	
LightCycler 96	Roche	
Inverted Confocal Laser Scanning Microscope FV 3000	Olympus	

### Resource availability

#### Lead contact

Further information should be directed to and will be fulfilled by the lead contact, Prof. Louis R. Lapierre ().

#### Materials availability

Requests for strains should be directed to and will be fulfilled by the lead contact, Prof. Louis R. Lapierre ().

### Experimental model and study participants

#### *C. elegans* strain maintenance

Nematodes were maintained at 20°C on agar NGM plates seeded with OP50 *E. coli* unless otherwise noted, as previously described.^80^ Synchronized populations were prepared using a sodium hypochlorite solution to collect eggs as previously described.^81^ Tables S5 and S6 contains the list of strains used in this study. HT115 *E. coli* and RNAi clones from the Ahringer library (Source Bioscience) were used for RNAi experiments.^82^

#### Transgenic strain construction

DNA constructs for the plasmids pLAP26 (*psqst-1::sqst-1::rfp::unc-54 3'UTR*) and pLAP29 (*psqst-1::sqst-1::gfp::rfp::unc-54 3'UTR*) were assembled using HiFi cloning and were injected into the germline of Day 1 adults (pLAP26 was co-injected with the pLAP7 (*myo-2::gfp::unc-54 3'UTR)*)*.* Transgenic progeny was UV-irradiated for extrachromosomal array integration and selected for 100% transmission rate and backcrossed at least four times to wildtype N2. Details about strain construction are provided in Table S6.

### Method details

#### Genome-wide RNAi screen

Approximately 50 synchronized transgenic eggs (*psqst-1::SQST-1::GFP*) were transferred onto plates seeded with RNAi against all genes from the Ahringer library (Source BioScience), which represents about 86% of the predicted genes in the *C. elegans* genome.^82^ Nematodes were developed at 25°C and changes in GFP intensity or expression pattern were monitored on Day 1 of adulthood. As a negative control, bacteria expressing the L4440 backbone (i.e. empty vector) expressed in HT115 *E. coli* were used. The identity of each RNAi was not known to the scorer and fluorescence intensity was scored using a V20 dissection fluorescence microscope (Zeiss). Modifiers from the genome-wide RNAi screen were sequenced (GENEWIZ), validated three times and corroborated using transgenic animals expressing *SQST-1::RFP*. RNAi against the genes with the strongest effect on GFP expression were subsequently validated by silencing in adulthood only. Details are provided in Tables S1 and S2.

#### Lifespan analyses

Eggs obtained from bleaching were transferred onto OP50 *E. coli.* bacteria-seeded agar plates. All lifespan analyses were carried out at 25°C starting at Day 1 of adulthood after development at 20°C, unless otherwise noted. For gene knockdown experiments, worms were transferred to control bacteria expressing the empty vector (L4440) or expressing corresponding RNAi at day one of adulthood. Viability was scored every 1 to 3 days, as previously described.^83^ Survival curves and statistical analyses (Mantel-Cox, log-rank) were generated using the Stata 15.0 software (StataCorp). Details are provided in Tables S3 and S4.

#### Comparative analyses

Knocked-down genes with the strongest effect on SQST-1::GFP levels were analyzed for gene ontology using WormCat^84^ to identify which pathways were enriched. RNAi against genes that overlapped with the SQST-1 modulators, lipid droplet proteome,^43^ and insoluble proteins^2^ were then tested in adult-only experiments. Statistical significance of the overlap between any two groups of genes was calculated by hypergeometric probability (nemates.org, Lund laboratory, University of Kentucky). For adult-only RNAi validation, eggs from wild-type and SQST-1 transgenic animals were developed on OP50 *E coli.* bacteria at 20°C and transferred to corresponding RNAi plates at Day 1 of adulthood and grown at 25°C for an additional 72 hours. Adults were transferred away from their progeny and bright field and fluorescent images were taken daily.

#### Imaging and analyses

Worms were visualized using a Zeiss Discovery V20 fluorescence dissecting microscope (Zeiss, White Plains, NY). Worms were immobilized with 0.1% sodium azide in M9 solution (42 mM Na_2_HPO_4_ 22 mM KH_2_PO_4_ 86 mM NaCl, 1 mM MgSO_4_-7H_2_O) on agar plates and images were taken via Zen imaging software, using consistent parameters (magnification and exposure) within each experiment. For quantification of fluorescent signal, total fluorescence of each worm in each image was analyzed using ImageJ software and averaged for mean total fluorescence. Confocal microscopy images were obtained on an Olympus FV3000 inverted confocal laser scanning microscope (Leduc Bioimaging Facility, Brown University). Quantification of autophagosomes marked by GFP and mCherry showing yellow puncta and autolysosomes marked with only mCherry as GFP is quenched in acidic pH showing up as red puncta in the LGG-1 tandem reporter strain was carried out by color thresholding composite images for yellow or red puncta followed by counting the thresholded puncta using particle analysis on ImageJ. The overlap between lipid droplet protein (DHS-3) and tagged SQST-1 in the over-expressing strain was also performed using color thresholding followed by particle analysis functions in ImageJ (NIH).

#### Lipid staining

Worms were collected and washed twice with M9 solution and then fixed with 60% isopropanol for 30 minutes. After fixation, worms were stained overnight on a rocker with freshly prepared 60% Oil Red O (stock solution of 0.5% ORO in isopropanol diluted with water, equilibrated overnight on a rocker, and gravity-filtered). The following day, worms were washed with TBS-T (50 mM Tris base, 150 mM Tris HCl, 1.5 M NaCl, and 0.05% Tween-20), imaged using a Zeiss Discovery V20 fluorescence dissecting stereomicroscope and quantified with ImageJ (NIH).

#### Gene expression analysis

RNA was extracted from approximately 3,000 Day 1 worms and cDNA was prepared as previously described.^8^ Gene expression levels were measured in biological triplicates using iTaq Universal SYBR Green Supermix (BIO-RAD) and a Roche LightCycler 96 (Indianapolis, IN). Expression was normalized using two housekeeping genes, *act-1* and *cyn-1* and statistical analyses were performed using Prism 7 (GraphPad Software)*.* See Table S7 for qPCR primers details.

#### RNAseq sample preparation and analysis

WT or *daf-2* mutant worms were developed on OP50 at 20°C and transferred to corresponding RNAi plates at Day 1 of adulthood and grown at 25°C for an additional 96 hours. Worms over-expressing ATGL-1::GFP were developed on OP50 at 20°C and grown at 25°C for an additional 96 hours. Adults were transferred away from their progeny daily. RNA was extracted and cDNA was prepared as previously described.^8^ 

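atgl-1 (WBGene00015484, chromosome III from 6415774 to 6421885 in WBcel235) was at 129 ± 15 CPM (SD, n = 4 libraries) in wild-type controls and 70.1 ± 12 CPM (SD, n = 4) in wild-type animals on atgl-1 RNAi, 54.4% of the control level. Every silenced wild-type library lay below every control (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). In daf-2 animals it was at 118 ± 5.4 CPM (SD, n = 3) on control bacteria and 97.4 ± 8.4 CPM (SD, n = 3) on atgl-1 RNAi, 82.8% of the control level (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Animals over-expressing ATGL-1::GFP held 1843 ± 359 CPM (SD, n = 4) of atgl-1, with LL26 at 1306 CPM apart from the other 3 at 2008 to 2044 CPM. This is a log2 fold change of 3.84 against wild-type controls (standard error 0.17, adjusted p = 1.39e-09 from edgeR). The decrease in wild-type animals was not called when only the compared groups entered the fit (adjusted p = 0.454) or without LL31, LL32, LL33 or LL36 (adjusted p = 0.0639, 0.107, 0.0792 and 0.0889).

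**Figure D5:**
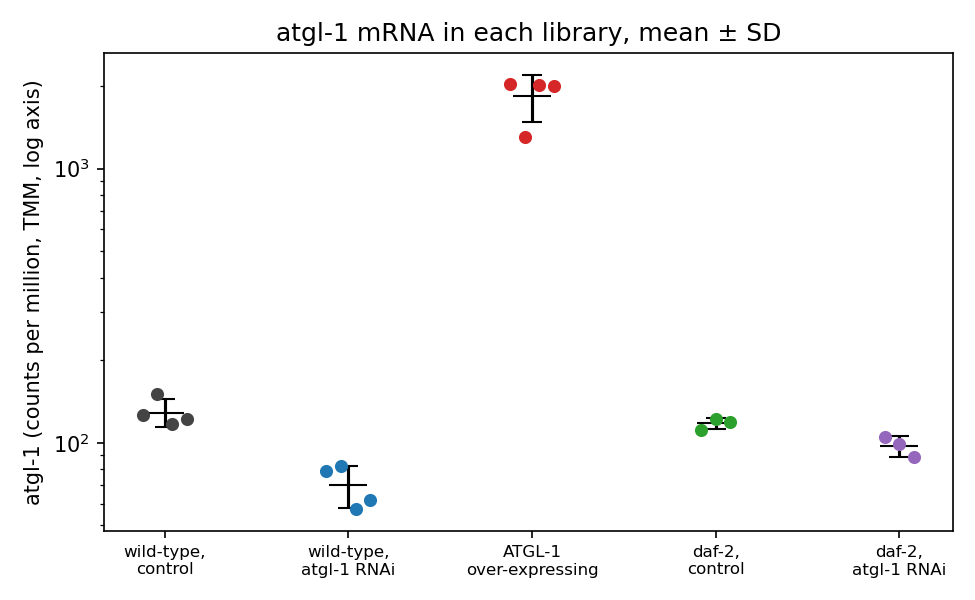
Level of atgl-1 mRNA (y axis, CPM after TMM scaling, log axis) in each library (points) by group (x axis), with the mean (dash) and SD (bars). The 4 silenced wild-type libraries lie between 57.4 and 82.3 CPM, below the 4 controls at 117 to 151 CPM, and the over-expressing libraries lie between 1306 and 2044 CPM.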

RNA quality was confirmed by BioAnalyzer (Genomics Core, Brown University), and *atgl-1* silencing was confirmed by qPCR before submitting samples for RNAseq analysis by GENEWIZ as previously described.^8^

#### Lipid droplet fractionation

Lipid droplets were isolated by ultracentrifugation from 24,000 Day 5 animals grown at 25°C on RNAi for 96 hours. Worms were homogenized with a ball-bearing homogenizer in MSB buffer (250 mM sucrose and 10 mM Tris-HCl pH 7.4) containing protease inhibitor (Roche). The lysate was cleared of cuticle debris and unlysed worms by centrifuging at 500 x g for 5 minutes. 10% of the cleared lysate was reserved as “Input”. Nuclei and non-lipid droplet organelles were pelleted out of the cytosol by an ultracentrifugation spin at 45,000 RPM in a TLA100.1 rotor for 30 minutes at 4°C. The lipid droplet layer at the top of the centrifugation tube was aspirated, and contaminating organelles were removed by an additional centrifugation of the lipid droplet fraction. The final volume of lipid droplet and cytosol fractions were kept consistent across conditions.

#### Immunoblotting

Protein lysates were collected from worms using RIPA buffer (50 mM Tris-HCl, 250 mM sucrose, 1 mM EDTA, and Roche protease inhibitor tablet, with 1% or 5% SDS) and a handheld homogenizer, and cleared lysate protein concentrations were quantified using the DC Protein Assay kit (BIO-RAD). Equal amounts of total protein (10 μg) or comparative volumes for lipid droplet fractions (Input volume is 10% of lipid droplet and cytosol fractions) were separated by SDS-PAGE on a 4-15% Tris-Glycine gel and transferred to nitrocellulose. The membrane was briefly stained with Ponceau S to confirm even transfer, rinsed with TBS-T until clear, blocked with 5% nonfat dry milk in TBS-T, and immunoblotted with anti-Ubiquitin (ThermoFisher MAI-10035), anti-GFP (Santa Cruz SC-8334), and anti-Actin (Milllipore, MAB1501R). The membrane was developed using SuperSignal West Femto Maximum Sensitivity Substrate (ThermoFisher) and imaged on a ChemiDoc Imaging System (BIO-RAD).

### Quantification and statistical analysis

Statistical analyses were performed using Prism 7 (GraphPad). When relevant, and as noted in the corresponding figure legend, *t-test* or ANOVA analyses were performed and standard deviations (SD) were shown. Statistical analyses for lifespan analyses were performed with Stata 15.0 software (StataCorp) using Mantel-Cox log-rank. Details are provided in Tables S3 and S4.

## Data Availability

RNA sequencing data are accessible on NCBI GEO (Accession number: GEO204953).

## Supplemental information

Document S1. Figures S1–S4 and Tables S3–S7

Table S1. Complete list of validated and sequenced RNAi for genetic modifiers of SQST-1 accumulation, related to Figure 2

Table S2. Comparative analysis of genetic modifiers of SQST-1 shown to associate with lipid droplets and aggregate with age, related to Figure 2

How the deposited data were processed for this re-analysis (not part of the article)

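RNA-seq data of 18 libraries of adult C. elegans were used, with 4 libraries each of wild-type animals on control bacteria, wild-type animals on bacteria that silence atgl-1 and animals over-expressing ATGL-1, and 3 libraries each of daf-2 animals on control bacteria and on bacteria that silence atgl-1. The conditions were taken from the labels and the paper's methods. For the 6 daf-2 libraries the titles name the wild-type strain and the genotype field names daf-2, and the genotype field was used, since the paper and the description of the series include daf-2 animals and no other libraries could be those. The labels give no replicate numbers, so libraries are named by their codes.

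The authors deposited raw counts of reads per gene, and their notes name Trimmomatic, STAR, featureCounts of Subread and the WBcel235 genome, without versions. The counts are whole numbers and are not normalized. The annotation release, the strand setting and the read layout are not stated. Symbols were taken from an annotation of the same genome, in which 46581 of the 46756 genes of the files were found by identifier, 31963 with the same start and end. Total counts per library ran from 11895448 to 25174521, and 29626 genes had at least 1 count in some library. No library was a copy of another of its group, since the counts of all pairs within groups differed by at least 3.36 times the sampling noise (chi-square per degree of freedom).

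The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were kept by filterByExpr with the 5 groups, which left 16241. Library sizes were scaled by TMM, and 1 quasi-likelihood model with robust estimation and a term for each group was fitted to all libraries. The contrasts were atgl-1 silencing in wild-type animals, atgl-1 silencing in daf-2 animals, ATGL-1 over-expression in wild-type animals, daf-2 against wild-type animals on control bacteria, and the difference of the silencing effect between daf-2 and wild-type animals. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Single genes were also compared by exact two-sided permutation tests of log2 CPM with a prior count of 2. The fit was tested on simulated counts, where 15885 to 15900 genes were tested. They had the depths of these libraries and, in every group, each gene's mean and spread over all libraries. Of genes raised or lowered by a log2 fold change of 1, 36 of 98, 30 of 99 and 41 of 97 were recovered in the 3 contrasts of silencing and over-expression, and at a log2 fold change of 2, 73 of 100, 62 of 98 and 71 of 98.

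The gene lists covered heat shock inducible genes, cytosolic chaperones, the unfolded protein responses of the ER and the mitochondria, autophagy, the lysosome, the proteasome, the ubiquitin system, lipid droplets and lipolysis, fatty acid synthesis, fatty acid oxidation, vitellogenins, lipid transport, genes higher and lower in daf-2 mutants through DAF-16, oxidative stress, innate immunity, the intracellular pathogen response, RNA interference, ribosomal proteins, the modulators of SQST-1 in the paper's Tables S1 and S2, and markers of oocytes, embryos, sperm, molting larvae, intestine, neurons, muscle, pharynx and cuticle. They were tested by counting called members, over all genes and adjusted over the list alone, by camera with an inter-gene correlation of 0.01 and again with an estimated one, and by fry. Adjustment was over the 31 lists within each contrast.

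The lists, the contrasts, the tests and the alternatives were chosen before the data were examined, apart from 3 alternatives and the tests that the closing section names as chosen after the result was seen. The text names every gene that the paper's RNA-seq section names or that its Figures 2 to 4 target, in each contrast the 10 genes with the largest rise and the 10 with the largest fall among those called, with a mean of at least 10 normalized counts and no overlap between groups, up to 30 genes called in a pair of contrasts, and up to 4 called members of each list. The largest changes and the members of lists are given in part only. Other genes that are named were chosen after their values were seen: maoc-1, T19B10.2, col-124, col-179, mup-4, Y47D7A.13, WBGene00014732, hsp-17, hsp-25, hsp-16.41, irg-4, cnc-4 and clec-67 under over-expression, and acdh-1 under silencing.

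The alternatives were the size factors of DESeq2's method (RLE) in place of TMM, no filter on low counts, a mean of at least 50 counts, DESeq2 in place of edgeR, an absolute log2 fold change of at least 1 with either tool, only the compared groups in the fit, each library left out in turn, different control libraries for the comparisons that share them, and an estimated correlation or fry for the lists. DESeq2 with only the compared groups, with and without the fold minimum, and 2 surrogate variables from sva were added after seeing the data. How often other splits of the same libraries gave a result as large was counted. Motifs of transcription factors were not searched, since the files hold counts per gene only, and the qPCR of atgl-1 has no file.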

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

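The tests of library size and of RNA from daf-2 animals, the test of shared control libraries and the joined draws of splits for the genes shared by silencing and over-expression were chosen only after the result was seen.

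The paper's text reports no comparison of daf-2 with wild-type animals for these libraries, and its signal was wide. On control bacteria 6755 genes were called by edgeR (3571 higher and 3184 lower in daf-2 animals), and sqst-1 mRNA was higher by a log2 fold change of 1.58 (standard error 0.32, adjusted p = 0.0011), which is 2.98-fold. All 3 daf-2 libraries lay above all 4 wild-type libraries for sqst-1, and the exact two-sided permutation test gave p = 0.0571. Of 35 splits of these 7 libraries, 1 called as many genes, the real one, a share under 0.05 and the smallest that 35 splits allow. The highest of the others, with LL29, LL31 and LL32 on 1 side, called 5723, and it keeps the 3 daf-2 libraries together on the other side with LL30. Every split with daf-2 libraries on both sides called 0 genes, which argues against chance for this count.

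Single libraries stood apart from the other 3 of their group in 19 of 390 groups tested, where chance flags about 1 in 20. In over-expressing animals these were atgl-1 and ttr-23 in LL26 (1306 and 13.0 CPM) and hrg-3, hsp-16.41, Y60C6A.2 and cdc-48.2 in LL25 (0.880, 40.6, 1.76 and 273 CPM). In silenced wild-type animals they were pvf-1, hrg-3 and K02E11.10 in LL34 (32.7, 5.31 and 0.121 CPM), far-6 in LL33 (82.6 CPM) and srt-23 in LL35 (1.23 CPM). In wild-type controls they were ftn-1, hosl-1, col-104, col-77, daf-16 and K02E11.10 in LL30 (65.6, 29.0, 14.9, 12.9, 197 and 0.425 CPM) and str-7 and col-50 in LL31 (0.291 and 0.0832 CPM).

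Wild-type libraries of 1 group differed widely in vitellogenins, as with vit-1 at 106, 53.9, 3018 and 1748 CPM in the silenced libraries LL33 to LL36. Library size is argued against, since LL34 and LL36, 9.17% apart in depth, differed 32.4-fold, and within groups the vitellogenin level did not follow depth over 12 libraries (r = -0.232, permutation p = 0.434). RNA of daf-2 animals or a swapped label is argued against as well, since LL33 and LL34 held the 20 genes highest in daf-2 animals at a median of 0.692% and 0.850% of the daf-2 level. What stays open is a difference between cultures, such as their stage or food, which may set these genes and which no label records. No biological explanation was tested.

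The genes lower under both atgl-1 silencing and ATGL-1 over-expression, 17 of 20 shared, are the pattern a biologist would least foresee from opposite changes of atgl-1. The greater depth of the controls is argued against, since 19 genes were shared after every library was thinned to 11895448 counts, 17 of them the same genes. The shared controls may account for much of the pattern, since the covariance of the log2 fold changes was 0.0238 on average with different controls against 0.155 observed, and the correlation was -0.0568 to 0.143 with different controls against 0.475 observed. In 40 simulations of unchanged groups against shared controls the correlation was 0.482, no lower than the observed one, and 66.4% of genes had the same sign against 72.7% observed, while the covariance was 0.0899 and at most 2 genes were shared, below the observed values. The simulation drew each gene independently, at the spread of the fit of all groups (common dispersion 0.102). Within the wild-type controls with the silenced and with the over-expressing libraries the common dispersion was 0.172 and 0.125. Real libraries may also vary in many genes together. The lower simulated values therefore cannot show an excess over the shared controls. Of 159 splits of the 12 libraries, 4 shared as many genes, the real one included, and the highest other shared 2131 genes; this joins 2 sets of draws that gave 4 of 60 and 1 of 100, on either side of 0.05, and they were joined after both were seen, so whether chance can be excluded stays open. A split that shares so many genes points to a structure of the samples, and a response to any change of atgl-1 stays open as well.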

How the results depend on the processing

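The settings with DESeq2 and only the compared groups and with 2 surrogate variables were chosen only after the result was seen. No paired analysis was possible because the labels give no replicate numbers. Counts follow in the order atgl-1 silencing in wild-type animals (81 genes), in daf-2 animals (0) and over-expression (267), and where a count is left out it stayed within 1.5 times. RLE size factors kept all counts within that range. No filter gave 49 for silencing in wild-type animals and 12 genes shared with over-expression; a mean of at least 50 counts gave 176 and 37. DESeq2 gave 467, 1 and 806, with 20 for the difference between backgrounds and 135 shared; with a log2 fold change of at least 1 it gave 217, 1, 466, 16 and 53. That minimum with edgeR gave 41 for silencing in wild-type animals, 9 shared and 4350 for daf-2 against wild-type animals. Only the compared groups in the fit gave 0, 21 and 42, with 0 shared, and the fall of atgl-1 in wild-type animals kept its direction and lost its call (log2 fold change -0.90). DESeq2 with only the compared groups gave 136, 401 and 578, with 12 for the difference between backgrounds, 12 in both backgrounds and 41 shared with over-expression, and called sqst-1 in daf-2 animals (log2 fold change 0.35). Adding the fold minimum gave 61 in daf-2 animals, 11 for the difference and 3 in both backgrounds. Surrogate variables gave 805 and 1116 in wild-type animals and 121 shared. Different controls for each comparison shared 0, 0, 0, 2, 8 and 8 genes, and the ways that shared 0 called 0 genes for silencing. Lists called by camera fell to 0 in all 5 contrasts with an estimated correlation. Of 31 lists, fry called 6 for silencing in wild-type animals, 20 for daf-2 against wild-type animals and 0 for silencing in daf-2 animals, over-expression and the difference. The 6 were fatty acid oxidation, fatty acid synthesis, the lysosome, intestine, muscle, and hypodermis and cuticle, all lower. The cause was not tested, apart from fewer genes tested or fewer samples where the setting has them.

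Leaving out 1 library at a time gave 0 (LL36) to 408 (LL29) for silencing in wild-type animals, 0 for silencing in daf-2 animals and for genes called in both backgrounds, 80 (LL28) to 703 (LL29) for over-expression, 0 (LL36) to 179 (LL29) shared, 4799 (LL39) to 7684 (LL30) for daf-2 against wild-type animals and 0 to 7 (LL29) for the difference. Silencing in wild-type animals was also moved by leaving out LL30 (343), LL31 (5), LL32 (2), LL33 (3) and LL34 (228). Over-expression was also moved by leaving out LL25 (161), LL27 (109), LL31 (174) and LL32 (110). The fall of atgl-1 in wild-type animals lost its call without LL31, LL32, LL33 or LL36. Its log2 fold change ran from -1.04 to -0.79 in wild-type animals, -0.33 to -0.21 in daf-2 animals and 3.79 to 3.93 under over-expression, and that of sqst-1 from -0.26 to 0.39, 0.27 to 0.42 and -0.44 to 0.15. Lists called by camera numbered 14 to 20, 7 to 11, 7 to 11, 15 to 18 for daf-2 against wild-type animals and 11 to 16 for the difference. Neuronal markers in silenced wild-type animals turned to lower without LL34 (camera adjusted p = 0.0335, and up to 0.939 without LL29). Of the results for single genes and lists, 2860 kept their side of the threshold under the other alternatives, 294 lost a call and 47 gained one. With libraries left out, these were 3390, 437 and 73. Direction was not compared for results called neither in the main test nor in the alternative, so some of those kept may have turned in sign. Depth limits genes of few counts, since 29626 genes had a count and 16241 were tested.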

Differences from the paper's values

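The setting of DESeq2 with only the compared groups was chosen only after the result was seen. The paper's text states no test or threshold for its lists, so the counts are set beside each other without a common threshold.

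The paper counts 13 genes changed by atgl-1 silencing in both wild-type and daf-2 animals, and edgeR called 0 in both. None of the alternatives set before the data were examined came within 1.5 times the paper's value: RLE size factors, no filter, a mean of at least 50 counts, DESeq2, the fold minimum with either tool and only the compared groups all gave 0, as did each library left out in turn. Nearly all of these could give little else. With all groups in the fit, edgeR called no gene under silencing in daf-2 animals, also with any daf-2 library left out. DESeq2 called only WBGene00014732 there, and with only the compared groups the wild-type list was empty. These counts of 0 are therefore not separate failures to reach the paper's value. DESeq2 with only the compared groups, chosen after seeing the values, gave 12; the names in the paper's list were not available, so how many of them it drops is not known.

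The paper counts 6 genes besides atgl-1 that were lower in both backgrounds, and edgeR gave 0, as did every alternative set before the data were examined. These counts of 0 follow from the same empty or near-empty lists of called genes. DESeq2 with only the compared groups, chosen after seeing the values, gave 6.

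The paper counts 50 genes changed by both silencing and over-expression, and edgeR called 20. Of the alternatives set before the data were examined, DESeq2 with a log2 fold change of at least 1 (53), a mean of at least 50 counts (37) and leaving out LL26 (35), LL30 (64) or LL34 (71) came within 1.5 times the paper's value. RLE size factors (20), no filter (12), DESeq2 (135), a log2 fold change of at least 1 (9), only the compared groups (0), different controls for each comparison (0 to 8) and the other libraries left out did not. DESeq2 with only the compared groups, chosen after seeing the values, gave 41.

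The paper places atgl-1 among the genes lowered by silencing in both backgrounds. In daf-2 animals its log2 fold change was -0.27 with an adjusted p of 1 from edgeR (lowest adjusted p 0.0997, by DESeq2 with only the compared groups, chosen after seeing the values), and in wild-type animals it fell by 0.88. The paper states that sqst-1 did not change with silencing or over-expression, and it was not called by edgeR in any of these comparisons; DESeq2 with only the compared groups, chosen after seeing the values, called it higher under silencing in daf-2 animals (adjusted p = 0.0229).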

Other observations

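The joined draws of splits aside, all tests of splits below were set before the result was seen; the comparison of genes near 0 was chosen only after the result was seen.

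Under ATGL-1 over-expression, single genes of several lists passed the test. Of 32 genes of innate immunity, irg-4, irg-6 and cnc-4 rose (log2 fold changes 2.28, 3.71 and 1.64) and clec-60, clec-61, clec-67 and ilys-2 fell (-3.71, -4.77, -2.04 and -2.60), with 5 higher and 7 lower when adjusted over the list alone (camera adjusted p = 0.944, and adjusted p = 0.976 with an estimated correlation). Of 31 genes of oocytes and early embryos, the eggshell genes perm-2 and perm-4 rose (0.94 and 0.95), 2 when adjusted over the list alone (camera adjusted p = 1.00e-12, and adjusted p = 0.687 with an estimated correlation). Of 22 genes of oxidative stress, gst-6 (-1.18), gsto-1 and gst-13 fell and none rose, with 1 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.0464, and adjusted p = 0.687 with an estimated correlation). Of 10 genes lower in daf-2 mutants, dod-21 and dod-24 rose (4.71 and 1.71), with 3 higher and 1 lower when adjusted over the list alone, and of 21 genes higher in them aqp-1 fell (-1.54), with 3 lower when adjusted over the list alone (camera adjusted p = 0.106 and 0.0554, and adjusted p = 0.687 for each with an estimated correlation). The calls were lost in 9 of 15 other settings and libraries left out for dod-24, in 8 of 15 for clec-60, in 7 of 14 for irg-6 and dod-21, in 6 of 14 for clec-61 and in 6 of 15 for ilys-2, perm-2 and perm-4; they were not counted for irg-4, cnc-4 and clec-67. None of 32 sperm genes was called, with a median of -1.45 (camera adjusted p = 3.78e-09, and adjusted p = 0.687 with an estimated correlation). Of 19 muscle genes none was called over all genes and 11 were lower when adjusted over the list alone, with a median of -0.69; of 17 genes of the list for hypodermis and cuticle none was called and 1 was lower over the list alone, with a median of -0.91; of 15 intestinal genes 1 was lower, and 3 over the list alone, with a median of -0.33; and of 80 ribosomal protein genes none was called either way, with a median of -0.31. camera called these 4 lists (adjusted p = 3.64e-07, 0.00766, 0.0429 and 8.84e-08), and with an estimated correlation none passed (adjusted p = 0.687 for each). The largest falls under over-expression also held WBGene00017496 (-8.07), cyp-13A6 (-5.21), F17B5.1 (-4.26) and clec-172 (-3.89), and the largest rises srt-23 (6.71), str-7 (4.56), cld-1 (4.27), clec-258 (4.16) and C17H12.6 (3.79). In lipid and lysosomal genes acs-2 (-2.56), gba-4 (-1.91), ech-8 (-0.75) and elo-1 (-0.75) fell and asp-14 (1.68) rose. Of these and the largest changes, the calls were lost in 8 of 15 for clec-172, in 7 of 15 for acs-2 and C17H12.6, in 5 of 15 for ech-8 and asp-14, in 4 of 15 for aqp-1 and elo-1, in 3 of 15 for cyp-13A6 and in 2 of 10 for cld-1.

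On control bacteria, daf-2 animals differed from wild-type animals in yolk, sperm, stress and defence genes; counts adjusted over the list alone follow in brackets. All 6 vitellogenins were lower (6), vit-1 by a log2 fold change of -7.85 (standard error 1.35, adjusted p = 0.000288 from edgeR). Of 32 sperm genes 30 were lower and 1 was higher (30 and 1), with a median of -7.55. Of 17 heat shock inducible genes 8 were higher and 1 was lower (9 and 1), hsp-70 by 3.76 and hsp-12.6 by 4.32. Of 38 genes of the intracellular pathogen response 21 were higher and 1 was lower (21 and 1), pals-28 by 6.02, and of 32 genes of innate immunity 7 were higher and 20 were lower (8 and 20). Of 21 genes known to be higher in daf-2 mutants 10 were higher and 3 were lower (11 and 4), sod-5 by 7.79, and of 10 known to be lower 7 were lower (2 higher and 7 lower). camera called these 7 lists (adjusted p = 1.21e-06, 2.38e-09, 0.00091, 5.87e-05, 6.64e-05, 0.0122 and 2.03e-05), and with an estimated correlation none passed (adjusted p = 0.137, 0.514, 0.209, 0.518, 0.209, 0.561 and 0.137). Each of them was called by fry (adjusted p of 0.00331 or less).

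Markers of tissues and stages differed as well between daf-2 and wild-type animals. Of 18 neuronal markers 9 were higher and none was lower (9 when adjusted over the list alone), egl-3 by a log2 fold change of 2.03. Of 17 genes of the cuticle 11 were lower (13), of 22 genes of molting larvae 12 were lower and 1 was higher (14 and 1), and of 31 genes of oocytes and early embryos 14 were higher (17). Of 15 intestinal genes 13 were lower and 1 was higher (13 and 1), with a median of -1.90, and of 19 muscle genes 7 were lower and 3 were higher (8 and 3), with a median of -0.51. camera called these 6 lists (adjusted p = 0.00195, 2.99e-05, 0.00267, 0.00331, 2.88e-09 and 0.0184), and with an estimated correlation none passed (adjusted p = 0.587, 0.186, 0.539, 0.719, 0.137 and 0.685). All but muscle were called by fry (adjusted p of 0.0417 or less, and 0.0579 for muscle). It did not call RNA interference (31 genes, 10 higher and 1 lower), ribosomal proteins (80 genes, 1 higher and 2 lower), embryonic genes (16 genes, 2 lower), oxidative stress (22 genes, 4 higher and 5 lower) or pharyngeal genes (13 genes, 1 lower, with a median of -0.14 and a test that points up), with adjusted p = 0.181, 0.147, 0.181, 0.298 and 0.989. The 10 largest falls in daf-2 animals held the sperm protein genes msp-3, msp-40, msp-49, msp-53, msp-113 and msd-2, with F26B1.8, K02E11.10 and lys-10, and the 10 largest rises held alh-2, col-50, D1086.9, C54F6.15, R11D1.4, K10D3.8, T28A11.3, Y51A2A.12, Y60C6A.2 and Y51A2A.4.

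Under atgl-1 silencing in wild-type animals, no member was called of the lists for sperm, hypodermis and cuticle (17 genes, which leave out the collagen genes col-77 and col-104 that fell), vitellogenins, molting larvae (median log2 fold change -0.51), ribosomal proteins (-0.23) or oocytes; when adjusted over the list alone, 5 of these 17 genes and 2 of molting larvae were lower and none of the others passed. camera called each of these 6 lists (adjusted p = 3.18e-05, 1.26e-06, 0.0124, 1.15e-05, 8.88e-08 and 4.28e-10), and with an estimated correlation none passed (adjusted p = 0.532, 0.148, 0.481, 0.385, 0.532 and 0.481). Only the list for hypodermis and cuticle among them was called by fry (adjusted p = 0.0469). Of 31 genes of RNA interference none was called, with a median of 0.20 (camera adjusted p = 0.00812, and adjusted p = 0.532 with an estimated correlation), and of 38 genes of the intracellular pathogen response none was called, with a median of 0.11 and a test that points down (camera adjusted p = 0.980). Of 32 genes of innate immunity the lysozyme gene lys-10 fell (-3.62), and 4 were lower when adjusted over the list alone (camera adjusted p = 0.0362, and adjusted p = 0.515 with an estimated correlation). Other large falls were those of F44A6.5 (-1.85), nhr-114 (-1.59) and C05D11.5 (-1.57), with calls lost in 5, 5 and 7 of 15 other settings and libraries left out, and in 7 of 15 for lys-10. acdh-1, a gene that responds to vitamin B12, was at 1269 ± 850 CPM (SD, n = 4) in wild-type controls and 450 ± 378 CPM (SD, n = 4) in silenced wild-type animals, a log2 fold change of -1.49 (adjusted p = 0.352 from edgeR).

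Other splits of the same libraries were fitted for each count. For silencing in wild-type animals (81 genes), 7 of 35 splits called as many and the highest other called 6071, so chance cannot be excluded, and a split that calls so many genes points to a structure of the samples. For over-expression (267 genes), 2 of 35 splits called as many and the highest other called 1828, so chance cannot be excluded there either, with the same sign of a structure. For silencing in daf-2 animals (0 genes by edgeR, 402 at an unadjusted p under 0.05 and 1 by DESeq2), the highest other of 10 splits called 0; all 10 called as many, which a real count of 0 fixes beforehand, so the comparison decides nothing, and 10 splits would also be too few for a share under 0.05. For the difference between backgrounds (0 genes by edgeR, 958 at an unadjusted p under 0.05 and 20 by DESeq2), all 100 splits drawn called as many and the highest other called 1810, and for genes called in both backgrounds (0 genes) all 100 called as many and the highest other called 0. Every split reaches a real count of 0, so these comparisons decide nothing about chance; the split with 1810 genes points to a structure of the samples.

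Some genes were near 0 in every library of over-expressing and daf-2 animals while wild-type libraries held counts. A rule that took genes with at least 10 counts in all 8 wild-type libraries and at most 3 in the other 10 took 0 genes. F56A4.3, the gene with the largest fall under over-expression, was at 26.3 ± 14 CPM (SD, n = 4) in wild-type controls, 14.5 ± 13 CPM (SD, n = 4) in silenced wild-type animals, 0.0601 ± 0.078 CPM (SD, n = 4) in over-expressing animals and 0.187 CPM in daf-2 controls (n = 3). irld-35 (WBGene00018917) held 35 to 315 counts in wild-type controls, 9 to 171 in silenced wild-type animals, 0 to 1 in over-expressing animals and 0 in daf-2 animals. scl-24 was the other way round, with 0 counts in wild-type controls, 0 to 1 in silenced wild-type animals, 23 to 55 in over-expressing animals and 6 to 17 in daf-2 animals.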
